# Sbp2l contributes to oligodendrocyte maturation through translational control in Tcf7l2 signaling

**DOI:** 10.1016/j.isci.2023.108451

**Published:** 2023-11-16

**Authors:** Masato Yugami, Yoshika Hayakawa-Yano, Takahisa Ogasawara, Kazumasa Yokoyama, Takako Furukawa, Hiroe Hara, Kentaro Hashikami, Isamu Tsuji, Hirohide Takebayashi, Shinsuke Araki, Hideyuki Okano, Masato Yano

**Keywords:** Biological sciences, Biochemistry, Cell biology

## Abstract

Oligodendrocytes (OLs) are the myelin-forming cells in the CNS that support neurons through the insulating sheath of axons. This unique feature and developmental processes are achieved by extrinsic and intrinsic gene expression programs, where RNA-binding proteins can contribute to dynamic and fine-tuned post-transcriptional regulation. Here, we identified SECIS-binding protein 2-like (Sbp2l), which is specifically expressed in OLs by integrated transcriptomics. Histological analysis revealed that Sbp2l is a molecular marker of OL maturation. Sbp2l knockdown (KD) led to suppression of matured OL markers, but not a typical selenoprotein, Gpx4. Transcriptome analysis demonstrated that *Sbp2l* KD decreased cholesterol-biosynthesis-related genes regulated by Tcf7l2 transcription factor. Indeed, we confirmed the downregulation of Tcf7l2 protein without changing its mRNA in *Sbp2l* KD OPCs. Furthermore, *Sbp2l* KO mice showed the decrease of Tcf7l2 protein and deficiency of OL maturation. These results suggest that Sbp2l contributes to OL maturation by translational control of Tcf7l2.

## Highlights

• *In silico* transcriptomic screen identified an oligodendrocyte-specific RBP, Sbp2l
• Sbp2l contributes to the oligodendrocyte maturation through Tcf7l2 signaling
• Sbp2l controls *Tcf7l2* mRNA translation through SECIS-like element in 3′UTR

## Introduction

Oligodendrocytes (OLs) are glial cells in the central nervous system (CNS) that support neurons by forming myelin, which acts as an insulating sheath of axons. Several excellent studies using animal model systems, such as genetically modified animals and *in vivo* manipulation, and *in vitro* cultured oligodendrocyte precursor cells (OPCs) have helped to elucidate the underlying mechanisms of OL development from the patterning of the neuroepithelium and the specification of OPCs to the maturation of OLs: cooperative action of extrinsic signaling molecules and intrinsic transcriptional and epigenetic factors mediates the steps of this process.^1^^,^^2^^,^^3^^,^^4^^,^^5^ In the developing spinal cord, for example, the gradient of Sonic Hedgehog (SHH), a morphogen secreted from floor plate and notochord, gives rise to the pMN domain marked by the Olig2 transcription factor in the mouse and chick.^6^^,^^7^^,^^8^ The combinatorial action of transcription factors enables sequential production of motor neurons and then glial cells, including OLs and astrocytes.^9^ In addition, many secreted factors, such as growth factors, cytokines, and chemokines, and the downstream effectors contribute to OPC proliferation, OL differentiation, migration, and myelination *in vivo.*^2^^,^^10^

A recent study reported that approximately ∼1,542 genes encode RNA-binding proteins (RBPs), and their expression levels showed that the degree of tissue specificity of RBPs was lower than that of transcription factors.^11^ This evidence suggests that many RBPs support RNA processes that govern basic cellular events; however, cell-type specific RBPs also have pivotal roles in producing the cell-type-specific transcriptome and functional proteins in the development of CNS.^11^^,^^12^^,^^13^ In fact, neuron-specific Nova2 regulates the radial migration of postmitotic neurons, and Quaking5 (Qki5) protein contributes to the maintenance of neural stem cells.^14^^,^^15^ In addition, it is estimated that the correlation between global transcript and protein levels is ∼50% due to post-transcriptional regulation.^16^ In OLs, mRNAs of *Plp* and *Mbp* are already expressed without substantial translation, even in the late embryonic stage, but the protein expression was detected after birth. This finding suggests the importance of regulation at the post-transcriptional level in OLs. For example, Qki proteins are the best-characterized RBPs in OLs.^17^ Qki6/7 regulate mRNA stabilization and translation in the cytoplasm to precisely regulate the timing of differentiation.^18^ Several studies have used animals with spontaneous mutations to gain insight into the molecular mechanisms of hypomyelinating and demyelinating diseases.^19^^,^^20^ Indeed, dysfunction of OL development and demyelination can cause a wide variety of diseases, including developmental and adult-onset diseases, such as leukodystrophy, multiple sclerosis, and schizophrenia. More recently, OLs were suggested to play active roles in supporting neurons in terms of local energy metabolism by transporting lactate for the mitochondria in the axons.^21^ The function of myelinating OLs is linked to the condition and function of the myelinated axons of neurons. Therefore, understanding the precise mechanisms of OLs development and pathogenesis is essential for the development of new diagnostic and therapeutic strategies.

In the present study, we carried out a bioinformatic screening system adapted to the cell-type specificity index (pSI) method^22^ to identify new RBPs involved in OL development. As a result, we identified SECIS-binding protein 2 (Secisbp2l, in short Sbp2l) as a potential OL-specific RBP. The SECIS (Sec insertion sequence) element in 3′UTR selenoprotein mRNA enables to recode in-frame UGA codon from stop to selenocysteine. The RNA-binding protein Secisbp2 (Sbp2), which binds to this element, is essential for selenoprotein synthesis; Sbp2l was identified as its orthologous molecule.^23^ Detailed immunostaining using the developing mouse spinal cord revealed that Sbp2l is specific to OLs and colocalized with the OL marker protein, Qki7, also known as CC1.^24^ Loss-of-function analysis of Sbp2l and Sbp2 revealed that Sbp2l has a role in OL maturation distinct from that of Sbp2. Furthermore, transcriptome analysis with loss of Sbp2l function in OPCs suggested that Sbp2l contributes to the maturation of OLs and the cholesterol biosynthesis pathway. Consistent with this hypothesis, we confirmed that Sbp2l binds to the mRNA of *Tcf7l2*, a key transcription factor in cholesterol biosynthesis, and Sbp2l knockdown (KD) downregulates Tcf7l2 protein expression without changing Gpx4 protein levels in OPCs. In addition, Sbp2l systemic knockout (KO) mice exhibited a decrease in Tcf7l2 protein in OLs and abnormalities in OL maturation. Taken together, these data suggest that Sbp2l regulates OL-specific Tcf7l2 translation and contributes to cholesterol biosynthesis required for myelination and OL maturation.

## Results

### Identification of oligodendrocyte-specific RNA-binding proteins

To identify OL-specific RBPs for both humans and mice, we first explored tissue- or cell-type-specific genes by calculating specificity indexes for 3 publicly available human and mouse brain datasets^25^^,^^26^^,^^27^ using the pSI (specificity index p values) package (Figure 1A).^22^ In addition, nervus system specificity over whole tissues was considered by using the reported pSI for whole human tissues using GTEx data.^28^ By merging significant genes in these 4 datasets (pSI <0.05), 14 genes were identified as OL-specific genes, which included genes encoding well-known OL lineage marker proteins, myelin basic protein (MBP), and Olig2 (Figure 1B; Table S1). Among them, only 3 RBPs, *Cnp*, *Sbp2l*, and *Larp6*, were found in the potential OL-specific RBPs by referring to the∼1,542 RBPs catalog.^11^ Among those, 2′,3′-cyclic nucleotide 3′-phosphodiesterase (CNPase, encoded by *Cnp* gene) that is expressed exclusively in myelin-forming OLs in the CNS is essential for myelin formation in mice and humans.^29^^,^^30^ This evidence reflects the validity of our bioinformatic prediction. 

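The mRNA of mouse primary OPCs, the progenitor cells that mature into OLs, was sequenced on Day 0, Day 1, Day 2 and Day 3 of differentiation. The day counts from the withdrawal of growth factors and the addition of the thyroid hormone T3 (40 ng/mL). The cells had been purified from the cortices of 3 pups at postnatal day 7 by immunopanning, in which cells are captured on a dish coated with an antibody, here against PDGFRα. Each day had 2 replicates, which the paper describes as independent experiments, for 8 libraries in all. Stranded mRNA libraries were read as 75-nt paired ends on a MiSeq system. The authors processed the reads with OmicSoft ArrayStudio and deposited FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) of 23427 genes in each library. The paper's text names neither the aligner, the genome build and the gene model behind these values nor whether fragments were counted by strand, so genes that overlap another gene are uncertain. The sample labels and the methods also describe the culture medium and the RNA extraction kit differently.
The depth was read from the low values, since the FPKM of a gene is a whole multiple of the FPKM of 1 fragment. This held for 2937 of the 4552 low genes examined (64.5%), against 17 of them (0.4%) after the values were shuffled. With the annotated length of 271 genes that have 1 transcript, the steps gave a depth of about 1530000 and 1230000 fragments on Day 0, 1220000 and 1280000 on Day 1, 1220000 and 1330000 on Day 2, and 1090000 and 960000 on Day 3 (replicate 1 and replicate 2). Day 3 was thus the shallowest day, and genes of low expression rest on few fragments there.
Days were compared with limma on log2(FPKM + 1) over the 12208 genes with an FPKM of at least 1 in at least 2 libraries, and the adjusted p is that of Benjamini and Hochberg. On this scale a fold change understates the change of a gene of low FPKM. All 8 libraries entered a single model, so that the days share an estimate of the spread between replicates. A permutation of 2 against 2 libraries cannot give a p below 0.333. The trend over the 4 days was therefore tested by an exact permutation test of the slope of log2(FPKM + 1) on day, two-sided, over all arrangements of the libraries.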

To confirm their gene expression profiles in OL lineage cells, we performed time-course mRNA-sequence analyses obtained from mouse primary cultured OPCs, which were differentiated into OLs under the differentiation conditions (Figure 1C). 

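From Day 0 to Day 3, 1460 genes were higher and 3207 lower at an adjusted p under 0.05 (limma), while the median of all genes tested fell by 0.31 on the log2 scale. The scaling of the values moved this split most. With median ratio scaling, which brought the median to -0.04, 2137 genes were higher and 2042 lower. Libraries with the same replicate number deviated together. Across genes, which are not independent replicates, the replicate difference on one day correlated with that on another at r = 0.16 to 0.29 over the 6 pairs of days. With the replicate number as a block, 1617 genes were higher and 3551 lower. Most of the calls came early. In the first step, from Day 0 to Day 1, 615 genes were higher and 923 lower (744 and 1100 with the block). From Day 1 to Day 2 these numbers were 264 and 211 (367 and 436 with the block), and in the last step they were 30 and 6 (163 genes in all with the block).
*Pdgfra*, the gene of the OPC surface receptor PDGFRα (chromosome 5, 75152292 to 75198215, GRCm38), was at 443 ± 66.7 FPKM (SD, n = 2) on Day 0, 44.7 ± 47.4 on Day 1, 17.1 ± 16.6 on Day 2 and 17.9 ± 16.0 on Day 3. Its log2 fold change from Day 0 to Day 3 was -4.87 (SE 1.00, adjusted p = 0.00622 from limma). With the block the SE was 0.46 and the adjusted p 1.27e-04, because replicate 1 stayed above replicate 2 on Day 1 (78.2 against 11.2 FPKM), Day 2 (28.8 against 5.39) and Day 3 (29.2 against 6.53). From Day 1 to Day 2 it fell in both replicates, but the step did not pass the threshold (-1.17, adjusted p = 0.528 from limma, 0.162 with the block), nor did the last one (0.13, adjusted p = 0.974, 0.923 with the block). The slope over the days was -1.58 log2 units per day (exact permutation p = 0.0270, adjusted p = 0.0324 over 6 genes), and on the ranks of FPKM its adjusted p was 0.0990.
*Olig2*, which encodes a transcription factor of the OL lineage (chromosome 16, 91225457 to 91228677), went from 258 ± 6.55 FPKM on Day 0 to 178 ± 16.8, 154 ± 15.8 and 135 ± 17.1 on Day 1, Day 2 and Day 3 (SD, n = 2). This was a log2 fold change of -0.94 from Day 0 to Day 3 (SE 0.15, adjusted p = 0.00164 from limma, 0.00152 with the block), or -0.63 relative to the median of all genes. Its slope was -0.30 per day (exact permutation p = 0.00238, adjusted p = 0.00476).
*Cnp* (chromosome 11, 100574904 to 100591729) had means of 443 ± 45.2, 1224 ± 199.98, 2265 ± 273 and 2061 ± 140.1 FPKM from Day 0 to Day 3 (SD, n = 2), with a log2 fold change of 2.22 between the first and the last day (SE 0.18, adjusted p = 1.18e-04 from limma, 5.62e-05 with the block). It had reached its level by Day 2, and the step to Day 3 was not distinguishable from 0 (-0.13, adjusted p = 0.802 from limma). *Cnp* overlaps *Dnajc7* on the other strand over 8912 bp, and *Dnajc7* was at 81.6, 100.8, 75.3 and 66.5 FPKM on the 4 days, below *Cnp* on each. How many of its fragments the *Cnp* values would hold if strand was not used was not measured. *Mbp* (chromosome 18, 82475146 to 82585637) rose from 73.7 ± 12.0 FPKM on Day 0 to 437 ± 131 on Day 1, 4913 ± 2000.1 on Day 2 and 10349 ± 2257 on Day 3 (SD, n = 2). Its log2 fold change was 7.11 (SE 0.32, adjusted p = 4.78e-05 from limma, 4.03e-07 with the block), the largest rise but that of *Mobp*. The slope was 0.75 per day for *Cnp* (exact permutation p = 0.00397, adjusted p = 0.00595) and 2.48 per day for *Mbp* (exact permutation p = 7.94e-04, the smallest the test can give).
Among genes past the threshold whose replicates did not overlap between Day 0 and Day 3, the 5 largest rises were those of the myelin genes *Mobp* (8.39), *Mbp*, *Mag* (7.08) and *Mog* (5.73) and of *Tppp* (5.77). *Mobp* and *Mog* were at 1.38 and 1.58 FPKM on Day 0, so that the log2 scale used here understates their rise. The 5 largest falls were those of *Ube2c* (-6.10), *Pnlip* (-5.68), *Ccnb1* (-5.35), *Birc5* (-5.26) and *2810417H13Rik* (-5.25), with adjusted p from 7.75e-05 to 0.00256 (limma). *Pnlip* was listed at 0 in both Day 3 libraries, and the other 4 averaged between 1.40 and 3.09 FPKM there.

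**Figure D1:**
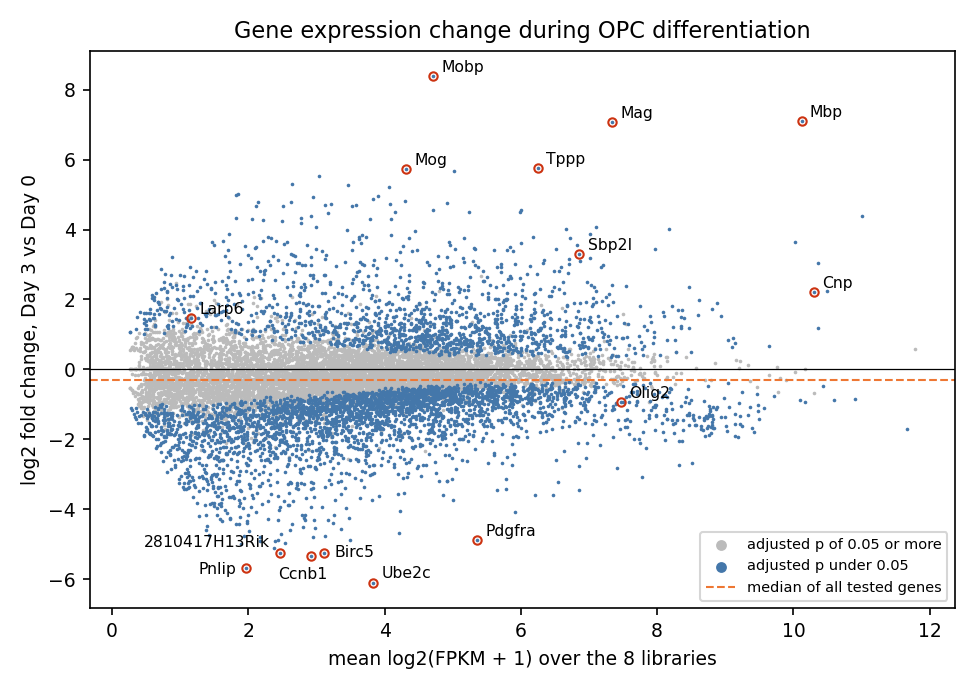
Log2 fold change from Day 0 to Day 3 (vertical axis) against the mean log2(FPKM + 1) over the 8 libraries (horizontal axis) for each gene tested, in blue where limma's adjusted p is under 0.05 and in grey otherwise. Red circles mark the genes of Figure 1C and the 5 largest rises and falls, and the dashed line is the median of all genes, -0.31.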

The data recapitulated the OL differentiation such that *Pdgfra* and *Olig2* were downregulated and *Cnp* and *Mbp*, an OL gene, were upregulated during the differentiation. 

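*Sbp2l* is listed in the table by its full symbol *Secisbp2l* and lies on the minus strand of chromosome 2 (125736986 to 125782870, GRCm38), where it overlaps no other annotated gene. Its mRNA was at 33.4 ± 2.07 FPKM on Day 0, 61.9 ± 5.81 on Day 1, 253 ± 65.4 on Day 2 and 336 ± 29.7 on Day 3 (SD, n = 2), and the replicates of successive days did not overlap. The log2 fold change from Day 0 to Day 3 was 3.29 (SE 0.19, adjusted p = 4.78e-05 from limma). The replicate block, for which the 6 correlations between days averaged 0.23, left the SE at 0.18 and gave an adjusted p of 2.13e-05. Leaving out each library in turn kept the log2 fold change between 3.20 and 3.38. The alternative that moved it most was quantile normalization, at 3.72.
By step, the log2 fold change was 0.87 from Day 0 to Day 1 (adjusted p = 0.0184 from limma, 0.0149 with the block), 2.00 from Day 1 to Day 2 (adjusted p = 0.00330, 0.00144 with the block) and 0.43 from Day 2 to Day 3 (adjusted p = 0.340, 0.281 with the block). The largest step was thus the middle one, and the last one did not pass the threshold. The first step did not pass it with eBayes without a trend (adjusted p = 0.0603), nor the middle one in a fit of only the days compared (adjusted p = 0.0922). The slope was 1.19 log2 units per day (exact permutation p = 7.94e-04, the smallest possible, adjusted p = 0.00238 over 6 genes). When the days were permuted only within each replicate number, p was 0.00347, again the smallest possible of 576 arrangements.
The timing was set beside that of the OL genes as the share of each gene's own Day 0 to Day 3 rise in log2(FPKM + 1). On Day 1, *Sbp2l* had made 26.4% of its rise (23.5% and 29.3% in the replicates), *Mbp* 35.6% (31.2% and 40.0%) and *Cnp* 65.8% (58.2% and 73.3%). The 2 ranges of *Sbp2l* and *Mbp* did not overlap there. On Day 2 the shares were 87.0% for *Sbp2l* (78.9% and 95.0%), 84.2% for *Mbp* (78.2% and 90.3%) and 106% for *Cnp* (100.4% and 111.5%). *Sbp2l* and *Mbp* thus lay within the spread between replicates on Day 2, and *Cnp* ran ahead of both on Day 1. Other genes with large rises had means on either side of that of *Sbp2l* on Day 1. These were 14.2% for *Mobp* (5.6% and 22.8% in the replicates) and 20.5% for *Tppp* (11.5% and 29.5%). Above it were *Mog* at 40.5% (40.0% and 41.0%) and *Mag* at 43.7% (37.1% and 50.3%). The replicates of *Tppp* spanned those of *Sbp2l*, so *Tppp* and *Sbp2l* could not be ordered. The order of *Sbp2l* and *Mbp* on Day 1 depends on the log2 scale. Mean FPKM on Days 0, 1 and 3 was 33.4, 61.9 and 336 for *Sbp2l* and 73.7, 437 and 10349 for *Mbp*. In that unit *Sbp2l* had made the larger share of its rise on Day 1. The paper compares these courses, takes *Cnp* and *Mbp* as genes of OLs, and reasons from the likeness in their rise toward a part for Sbp2l in the same process.

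**Figure D2:**
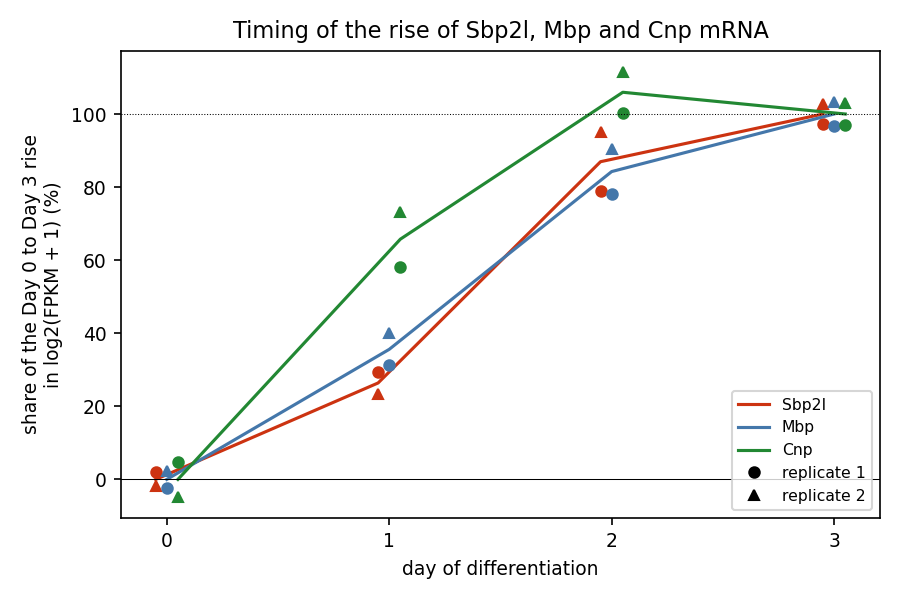
Share of the Day 0 to Day 3 rise in log2(FPKM + 1), in percent, on each day of differentiation for *Sbp2l*, *Mbp* and *Cnp*. Circles are replicate 1, triangles replicate 2 and lines join the means, and *Cnp* is at 65.8% on Day 1 when *Sbp2l* is at 26.4%.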

Interestingly, *Sbp2l* showed an increase of mRNA expression similar to OL genes, which implicated that Sbp2l also plays a role in myelin formation. Sbp2l was originally identified as a paralog of Sbp2 in vertebrates by the sequence similarity of the C-terminal 429 amino acid sequence of Sbp2 bearing 46% identity.^23^ 

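*Sbp2*, listed as *Secisbp2*, lies on chromosome 13 (51651697 to 51684044, GRCm38). The annotated transcripts of *Sbp2l* hold 8190 different stretches of 31 bases and those of *Sbp2* hold 4678, and the paralogs share 0 of them. In the OPC time course *Sbp2* mRNA was at 11.9 ± 0.990 FPKM on Day 0, 14.1 ± 0.940 on Day 1, 13.7 ± 1.04 on Day 2 and 9.99 ± 1.45 on Day 3 (SD, n = 2). Its change from Day 0 to Day 3 was not distinguishable from 0 (log2 fold change -0.23, SE 0.20, adjusted p = 0.382 from limma, 0.391 with the replicate block), and its sign turned to 0.06 with median ratio scaling and to 0.10 with quantile normalization. The difference between *Sbp2l* and *Sbp2* in log2(FPKM + 1) grew by 1.26 per day (two-sided exact permutation test of the slope, p = 7.94e-04).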

Although its function has long been unknown, Sbp2l has only recently been reported to be highly expressed in OLs and associated with OL differentiation.^31^ Next, to investigate the detailed protein expression profile *in vitro* and *in vivo*, we generated anti-Sbp2l antibodies using a peptide and a recombinant protein for mouse Sbp2l as antigens. Both antibodies for Sbp2l specifically detected this protein in mouse wild-type (WT) primary OPC/OLs but not in *Sbp2l* KD OPC/OLs (Figure S1A). Both Sbp2l mRNA and protein expression were increased and peaked at day 3 in primary OPC/OLs (Figures 2A and 2B). Furthermore, immunofluorescence staining using anti-Sbp2l antibodies indicated that Sbp2l is expressed in Qki7 (CC1)-positive and MBP-positive OLs at 3 days after differentiation *in vitro*. Sbp2l is dominantly localized in the cytoplasm and the proximal region of OLs, whereas the mature OL marker, MBP, reflects the extent of maturation and the whole morphology of OLs (Figure 2C). We further confirmed that Sbp2l expression was observed in Olig2-positive OL-lineage cells and gradually upregulated from PDGFRα-positive OPC to PDGFRα-negative OLs in an *in vitro* culture system (Figure S1B).

**Figure 1:**
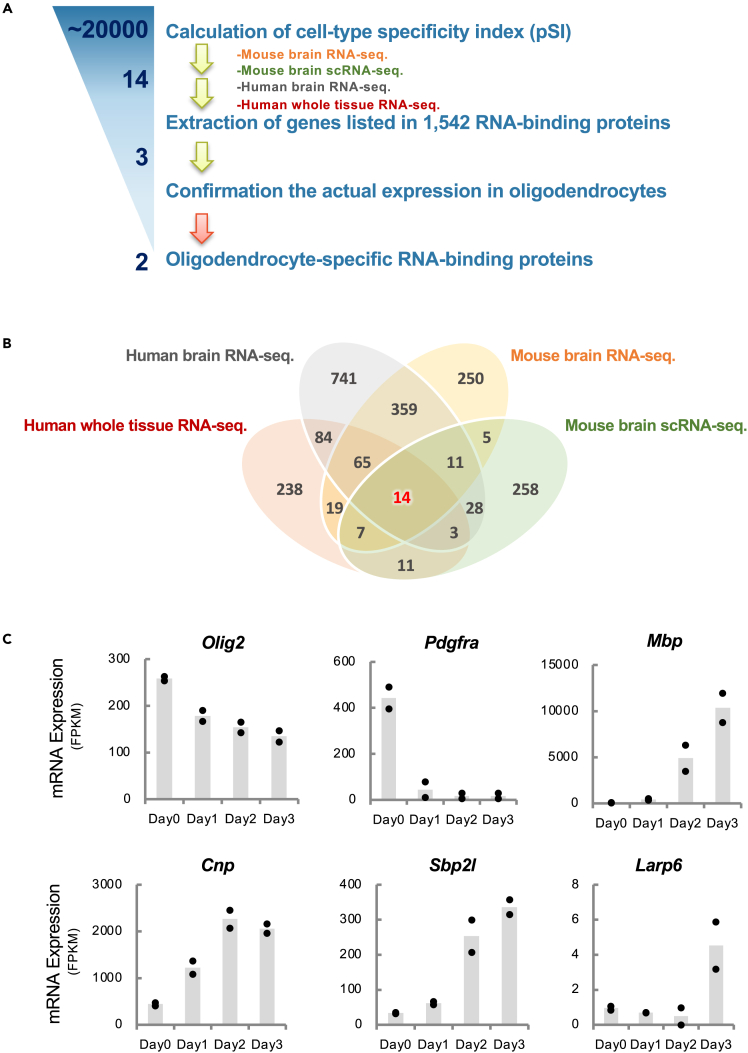
Identification of Sbp2l as an OL-specific RBP (A) Schematic illustration of the bioinformatic screening flow of OL-specific RBPs using the cell-type specificity index (pSI). (B) The Venn diagram displays overlaps of four different datasets and the numbers of OPC/OL-specific genes. See also Table S1. (C) Bar graphs showing the mRNA expression (FPKM) of OL lineage markers (*Olig2*, *Pdgfra*, *and Mbp*) and identification of RBPs (*Cnp*, *Sbp2l*, and *Larp6*) in OPC culture. Day represents the duration after the withdrawal of growth factors and the addition of T3. Note that transcript levels of *Sbp2l* are increased with OPC differentiation. Each dot represents two independent experiments.

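*Larp6* (chromosome 9, 60712989 to 60738801, GRCm38) was the lowest of the 6 genes. It was at 0.953 ± 0.150 FPKM on Day 0, 0.692 ± 0.0204 on Day 1, 0.488 ± 0.690 on Day 2 and 4.53 ± 1.91 on Day 3 (SD, n = 2). These values stand for 3 and 3 fragments on Day 0, 2 and 2 on Day 1, 0 and 3 on Day 2, and 8 and 13 on Day 3 (replicate 1 and replicate 2). Every library before Day 3 was thus at or under a floor of 3 fragments, the smallest number taken as measurable. Mean *Larp6* FPKM on Day 3 was 4.75-fold that on Day 0. This is the ratio of the measured means and not a lower bound, because both Day 0 libraries lay at the floor and not under it. The floor covers counting error only. Differences among Days 0 to 2 were not detectable at this depth. Between Day 0 and Day 3 the log2 fold change was 1.46 (SE 0.43, adjusted p = 0.0276 from limma, 0.0143 with the replicate block, for which the correlations between days were 0.16 to 0.28 without chromosomes X and Y). It was 2.08 with a pseudocount of 0.1 (adjusted p = 0.169) and 1.95 with each library rescaled to the same sum (adjusted p = 0.0553), neither of which passed the threshold. The step from Day 2 to Day 3 was 1.93 and did not pass the threshold (adjusted p = 0.0965 from limma, 0.0527 with the block), and the slope over the 4 days was 0.41 per day (exact permutation p = 0.144).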

**Figure 2:**
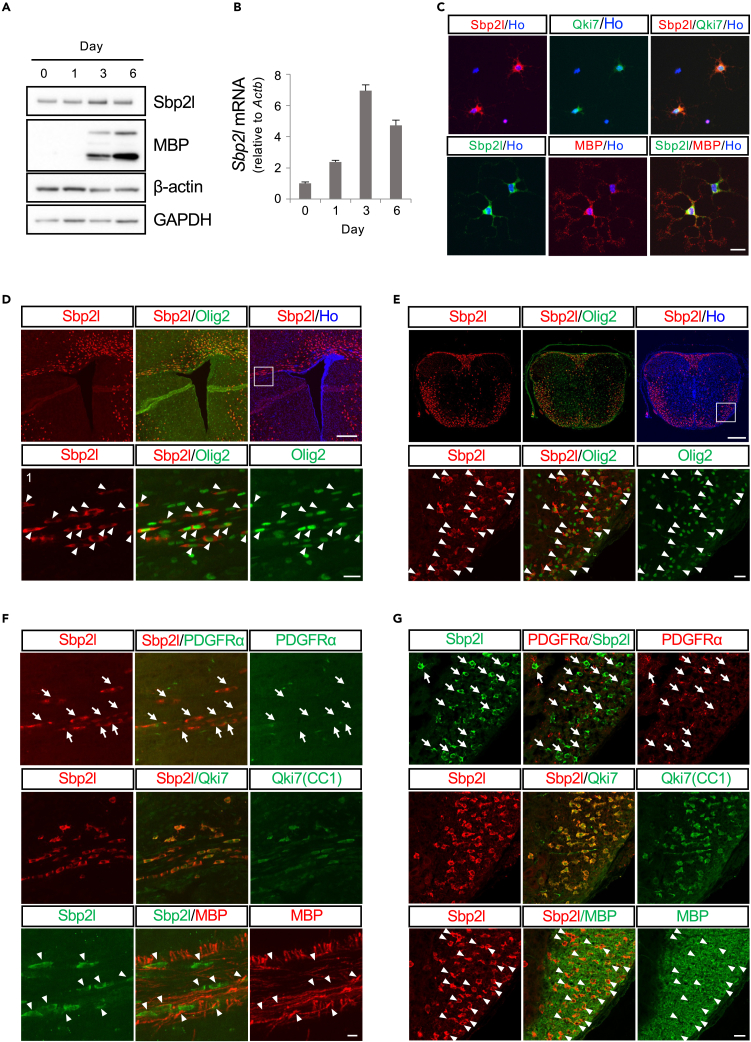
Sbp2l is selectively expressed in the OL cell linage (A) Western blot analysis of the protein expression of Sbp2l, MBP, β-actin, and GAPDH in OPCs *in vitro* with induction of OL differentiation. Day indicates the days after the induction of OL differentiation. See also Figure S1A. (B) *Sbp2l* mRNA expression relative to *Actb.* Data represent the mean ± SD of four replicates. (C) Immunocytochemistry using antibodies against Sbp2l protein (red) and Qki7 (CC1) (green) combined with Hoechst dye (blue) to detect nuclei in OPCs/OLs at day 3 after induction of OL differentiation (top). Similarly, Sbp2l protein (green) was observed in MBP-positive OLs (red) (bottom). Scale bar: 20 μm. See also Figure S1B. (D) Immunofluorescence staining using antibodies against Sbp2l (red) and OPC/OL lineage marker Olig2 (green). Sbp2l is expressed in Olig2-positive OL-lineage cells in the corpus callosum in P14 mouse brain (top). Hoechst dye (blue) is used for the detection of the nuclei. Enlarged view images of the boxed area are shown in the bottom panel. Double-positive cells indicated by arrowheads (bottom). Scale bars: 200 μm for low magnification and 20 μm for high magnification. (E) Similarly, Sbp2l-positive cells are mainly observed in the white matter of the spinal cord. Immunofluorescence staining was performed on mouse spinal cord transverse sections at P7 using antibodies against Sbp2l (red) and Olig2 protein (green) in the top panel. An enlarged view is shown in the bottom panel. Double-positive cells indicated by arrowheads. Scale bars: 200 μm for low magnification and 20 μm for high magnification. (F) Immunofluorescence staining using antibodies against Sbp2l and OPC/OL-lineage marker proteins in mouse brain at P14. Sbp2l expression (red) was well colocalized with Qki7 (CC1, green) in the middle. Sbp2l (green) was also found in MBP-positive OLs (red) indicated by arrowheads (bottom). However, Sbp2l (red)-positive cells are not expressing PDGFRα (green), as indicated by arrows (top panel). Scale bar: 20 μm. See also Figure S1C. (G) Immunofluorescence staining on mouse spinal cord sections at P7. Sbp2l (red) is well colocalized with Qki7 and MBP-positive OLs (green) (middle and bottom panels). Arrowheads represent Sbp2l/MBP-positive cells (bottom). Sbp2l (green) is not expressed in PDGFRα-positive OPCs (red), as indicated by arrows (top panel). Scale bar: 20 μm.

To examine the detailed expression of Sbp2l protein *in vivo*, we performed immunofluorescence staining using the Sbp2l-specific antibodies in postnatal day 14 (P14) mouse brain and P7 mouse spinal cord tissues. Sbp2l appeared obviously in the corpus callosum (CC) of forebrain and the white matter of the thoracic spinal cord. Double staining showed that Sbp2l is expressed in the majority of Olig2-positive glial lineage cells in the white matter (Figures 2D and 2E). The expression pattern of Sbp2l protein is well colocalized with the OL-differentiating marker, Qki7. However, Sbp2l was not detectable in PDGFRα-positive OPCs and GFAP- and glutamine synthetase (GS)-positive astrocytes (Figures 2F, 2G, and S1C) *in vivo*. These data suggest that Sbp2l is expressed in mature OLs expressing MBP, a component of myelin. This finding is consistent with the results of primary OPCs *in vitro* in this study and Dai et al.^31^ and supports that Sbp2l is an RBP specifically expressed in differentiating OLs, as predicted by our bioinformatic screen, and could be a useful marker for differentiating OLs. These data strongly suggest that Sbp2l plays a role in OL maturation and myelination.

### Sbp2l functions in oligodendrocyte maturation

Sbp2l is the paralog of Sbp2 and binds to SECIS-containing sequences.^23^ However, it lacks the ability to catalyze incorporation of selenocysteine (Sec) into the proteins.^32^^,^^33^ Next, to investigate Sbp2l functions in OLs, we conducted siRNA-mediated KD experiments for *Sbp2l* as well as *Sbp2* in cultured OPCs (Figure 3A). We confirmed that both Sbp2 and Sbp2l proteins were expressed in OLs and that their expression was diminished in each KD cell (Figure 3A). Gpx4, a well-known selenoprotein, was clearly reduced in *Sbp2* KD OLs, which indicated that Gpx4 was converted to the truncated form due to the lack of Sec insertion; however, this reduction was not observed in *Sbp2l* KD OLs (Figure 3A). In contrast, RT-qPCR analysis demonstrated that a reduction in OL maturation markers, such as *Mbp*, *Cnp*, and *Tppp*, was observed in *Sbp2l* KD but not in *Sbp2* KD (Figure 3B). These results suggest that Sbp2l does not share a function with Sbp2 and has a unique role in OL differentiation independent of its Sec incorporation function.

**Figure 3:**
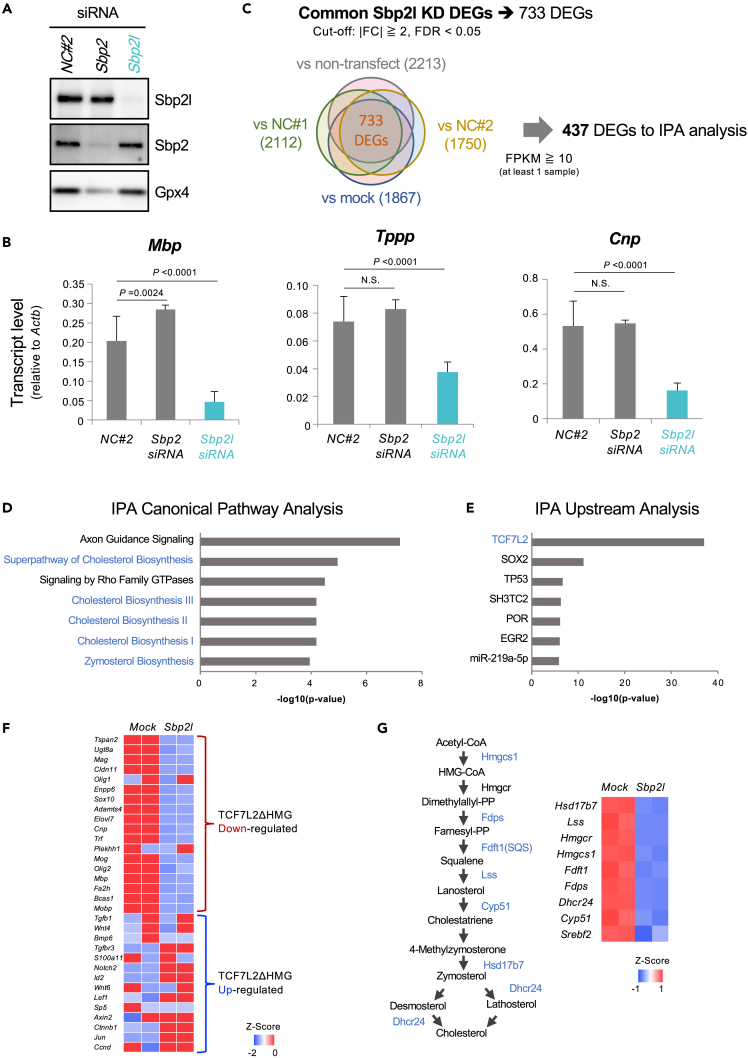
*Sbp2l* KD OPCs cause downregulation of genes associated with OL differentiation and cholesterol biosynthesis (A) Western blots confirmed the reduction in Sbp2l and Sbp2 protein in each KD OPC. Note that the Gpx4 protein level remained in *Sbp2l* KD cells but not in *Sbp2l* KD cells. (B) RT-qPCR indicates that *Sbp2l* KD, but not *Sbp2* KD, affects the expression of OL differentiation in OPC. Bar graphs showing the relative transcript level to *Actb.* Data represent the mean ± SD of three replicates. Adjusted p value by Dunnett’s test. (C) A Venn diagram showing the number of DEGs between *Sbp2l* KD and each control (cutoff: |FC| ≧ 2, FDR <0.05) and common DEGs between the KD and control groups. Then, only genes filtered by FPKM ≧ 10 (at least 1 sample) were considered common DEGs and used for subsequent pathway analyses. See also Table S1. (D) IPA canonical pathway analysis revealed that cholesterol-biosynthesis-pathway-related genes were significantly changed in the *Sbp2l* KD OPCs. Values represent -log10 (p value). Blue color indicates the cholesterol-synthesis-related pathway. See also Figures S2A and S2B. (E) IPA upstream analysis predicted that the TCF7L2 transcriptional factor was a top upstream gene for the DEGs. Values represent -log10 (p value). Blue color indicates cholesterol-synthesis-related genes. (F) The heatmap indicates transcript level changes in OPC-/OL-related genes in *Sbp2l* KD OPC compared with DEGs in *TCF7l2* ΔHMG cKO. (G) The heatmap indicates that transcript level changes in cholesterol-biosynthesis-related genes in *Sbp2l* KD OPCs (right). Downregulated genes in the cholesterol biosynthesis pathway (left). Blue represents decreased genes in *Sbp2l* KD.

To decipher the mechanism of OL maturation by Sbp2l, we performed mRNA-seq profiling of OPC/OLs (Figure 3C). We identified 733 common differentially expressed genes (DEGs) between the *Sbp2l* KD and nontreated, mock, and non-targeting siRNA #1 and #2 groups, and 10 or over FPKM counts in at least 1 sample were used for filtering. Finally, we obtained 437 DEGs out of 23,427 genes as a Sbp2l impacting gene signature (360 downregulated and 77 upregulated genes in *Sbp2l* KD OPCs) (Table S2). The following IPA canonical pathway analysis demonstrated that the cholesterol biosynthesis pathway was recurrently enriched in the *Sbp2l* KD OPCs (Figures 3D, S2A, and S2B). Interestingly, accompanied IPA upstream analysis for the upstream regulators in the dysregulated RNA network strongly predicted that Tcf7l2 is the top significant regulator for some DEGs (Figure 3E). In fact, Tcf7l2 is a transcription factor harboring HMG (high-mobility group) DNA-binding domain. Analyses using OL lineage-specific Tcf7l2 mutant mice without the HMG domain (*Tcf7l2*^fl/fl^:*Olig1*-Cre^+/−^, shortly *Tcf7l2*ΔHMG) indicated that Tcf7l2 regulated OL maturation and cholesterol biosynthesis pathway.^34^ Given that Sbp2l contributes to the Tcf7l2 function, we further examine the overlapping DEGs among *Sbp2l* KD and *Tcf7l2*ΔHMG. We found the DEGs in *Sbp2l* KD OPCs, including OL and cholesterol-biosynthesis-related genes, significantly overlapped with those of *Tcf7l2 ΔHMG* cKO (Figures 3F and 3G).^34^

### Sbp2l function *in vivo* using systemic Sbp2l knockout mice

To further explore the function of Sbp2l *in vivo*, we generated systemic KO mice using a CRISPR-Cas9 system, given the OL-specific expression (Figure 4A). Immunofluorescence analysis confirmed that the Sbp2l protein was completely lost at least by P7 in the KO spinal cord (Figure 4B). We performed immunohistochemistry using antibodies against PDGFRα and Olig2 as OPC marker proteins and MBP and PLP (proteolipid protein) as mature OL markers to search for any defects in OL-lineage cells at the developing stage in *Sbp2l* KO mice. Immunohistochemical analysis did not detect obvious changes in mature OL proteins, such as MBP and PLP, in the *Sbp2l* KO spinal cord (Figures 4C and S3A). This finding could be due to their subtle changes or structural protein properties. Thus, we performed Western blots as a semi-quantitative assay to detect changes in myelin protein and found that MBP protein was significantly decreased in *Sbp2l* KO (Figures S3B and S3C). FluoroMyelin assay, which can detect higher lipid content in myelin, also confirmed the significant decrease of myelin signal between WT and *Sbp2l* KO (Figure S3D). In addition, RT-qPCR analysis to observe the expression of mature OL genes showed that *Mbp* and *Mobp* (myelin-associated oligodendrocyte basic protein) mRNA expression was significantly downregulated in the P14 and P28 *Sbp2l* KO spinal cord (Figures 4D and S3E). On the other hand, the percentage of PDGFRα-positive OPCs in Olig2-positive cells was significantly increased in the P7 and P14 *Sbp2l* KO spinal cord compared with that of the control (Student’s t test, 1.48- and 1.42--fold, p = 0.0066 and p = 0.001, respectively) (Figures 4E and 4F). This phenotype, the increased number of OPCs, suggested the endogenous compensation for the maturation abnormality in OL. These data were largely compatible with the previous *Sbp2l* cKO analysis.^31^

**Figure 4:**
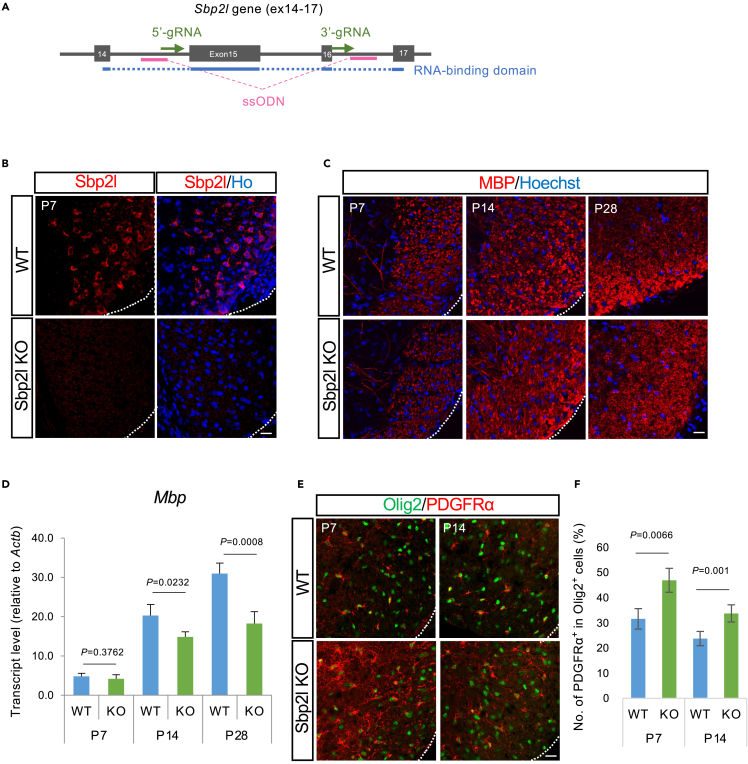
Sbp2l KO mice exhibited a defect in OL maturation (A) Schematic illustration of mouse genome editing using the CRISPR/Cas9 system for *Sbp2l* total KO mice. ssODN, single-stranded oligodeoxynucleotide. (B) Immunofluorescence staining was performed on mouse spinal cord transverse sections at P7 using antibodies against Sbp2l (red) with Hoechst dye (blue). Sbp2l protein was undetectable in the P7 *Sbp2l* mutant spinal cord. Scale bar indicates 20 μm. (C) Time course of MBP protein expression. Immunostaining for MBP (red) in the *Sbp2l* KO and WT spinal cord at the developing stage showing subtle changes in the MBP protein. Scale bar indicates 20 μm. See also Figures S3A–S3D. (D) RT-qPCR confirmed the significant downregulation of *Mbp* mRNA level in the spinal cord tissues of P14 and P28 *Sbp2l* null mice. Data represent the mean ± SD of four independent experiments. Welch’s t test*.* See also Figure S3E. (E) Immunofluorescence staining for Olig2 (green) combined with PDGFRα (red) in mouse spinal cord transverse sections at P7 and P14. Loss of the Sbp2l protein caused an increase in the ratio of PDGFRα/Olig2 double-positive OPCs in Olig2-positive cells at P7 and P14. Scale bar indicates 20 μm. (F) Bar graphs showing the ratio of PDGFRα-positive to Olig2-positive cells at P7 and P14 in (E). Quantitative analysis revealed a significant increase in PDGFRα/Olig2-double-positive OPCs in the *Sbp2l* mutant spinal cord. Data represent the mean ± SD of three independent experiments. Two-tailed Student’s t test*.*

### Sbp2l regulates the level of Tcf7l2 protein

The above data indicate that Sbp2l is an RBP that is deeply involved in OL maturation *in vivo* and *in vitro* and that this function could be mediated by the Tcf7l2 protein according to bioinformatic prediction. Indeed, we found that the protein level of Tcf7l2 was significantly reduced in *Sbp2l* KD but not in *Sbp2* KD, although the *Tcf7l2* transcript was not changed in *Sbp2l* KD OPCs (Figures 5A or S4A and S4B). These results suggest that Sbp2l contributes to OL differentiation through Tcf7l2 protein expression in a selenoprotein-synthesis-independent manner. To investigate how Sbp2l controls the protein level of Tcf7l2, we performed a CLIP-qPCR assay to detect the direct interaction between Sbp2l and *Tcf7l2* mRNA *in vivo*.^35^ CLIP-qPCR assays using two distinct anti-Sbp2l antibodies revealed that *Tcf7l2* mRNA was efficiently associated with the Sbp2l protein (Figure 5B). Because Sbp2l is likely to bind the SESIS-like element, we used Rochester’s computational prediction^36^ to search for the SECIS-like structure in this mRNA, although Tcf7l2 was not included in a list of selenocysteine-containing proteins identified by previous studies.^37^^,^^38^ Interestingly, computational analysis predicted that the 3′-UTR of *Tcf7l2* mRNA would form a three-stem-containing hairpin structure similar to SECIS element (Figure S4C). We next performed a pulse-chase study using ethylene uridine (EU) to assess the involvement of Sbp2l in the half-life of *Tcf7l2* mRNA. However, we did not observe a difference in the mRNA decay rate between the control and *Sbp2l* KD cells (Figure 5C). Next to assess the action of Sbp2l on SECIS-like element-dependent translation, we used the cell-based color reporter system that we previously published.^39^ This Dox inducible birectional reporter in HeLa Tet-On 3G cells demonstrated that tdTomato expression wih a SECIS-like element of the 3'UTR of *Tcf7l2* mRNA was significantly increaased compared to control, suggesting that this SECIS-like element in *Tcf7l2* 3'-UTR promoted the translation (Figure 5D). In addition, we conducted cycloheximide (CHX) chase assay to assess the possibility of enhanced degradation of Tcf7l2 protein. Treatment of CHX, an inhibitor of eukaryotic protein synthesis, did not change the degradation rate of Tcf7l2 protein level between control and *Sbp2l* KD OPC cells (Figures S4D and S4E), indicating that Sbp2l did not stabilize Tcf7l2 protein. These results suggest a possible mechanism by which Sbp2l binds to *Tcf7l2* mRNA directly and controls Tcf7l2 protein synthesis at the translational level. We also found that forced expression of Tcf7l2 partially rescues the changes in mRNA expression of *Mobp*, *ccnd1*, *Jun*, and other mRNAs in *Sbp2l* KD OPCs (Figure S4F). Tcf7l2 is a transcriptional factor that is transiently expressed to regulate the oligodendrocyte maturation.^5^^,^^40^ We have also confirmed that Sbp2l protein is expressed in the Tcf7l2-positive cells of postnatal mouse brain, spinal cord, and cultured OPC/OLs (Figures 5E and S4G). We found that the protein level of Tcf7l2 was decreased in *Sbp2l* KO spinal cord without a change in *Tcf7l2* mRNA levels (Figures 5F and S4H). The intensity of the Tcf7l2 signal in the *Sbp2l* KO spinal cord was significantly decreased compared with that in the control spinal cord (Mann-Whitney U-test p = 0.0025) (Figure 5F), suggesting that Sbp2l is required for the synthesis of Tcf7l2 protein in OLs *in vivo* and proper OL maturation (Figure 5G). Taken together, these data suggest that Sbp2l regulates the expression of Tcf7l2 protein, a master regulator of cholesterol biosynthesis genes, in an OL-specific manner. Sbp2l could achieve the maturation and cholesterol biosynthesis required for subsequent myelination by OL-specific control of Tcf7l2 protein levels.

**Figure 5:**
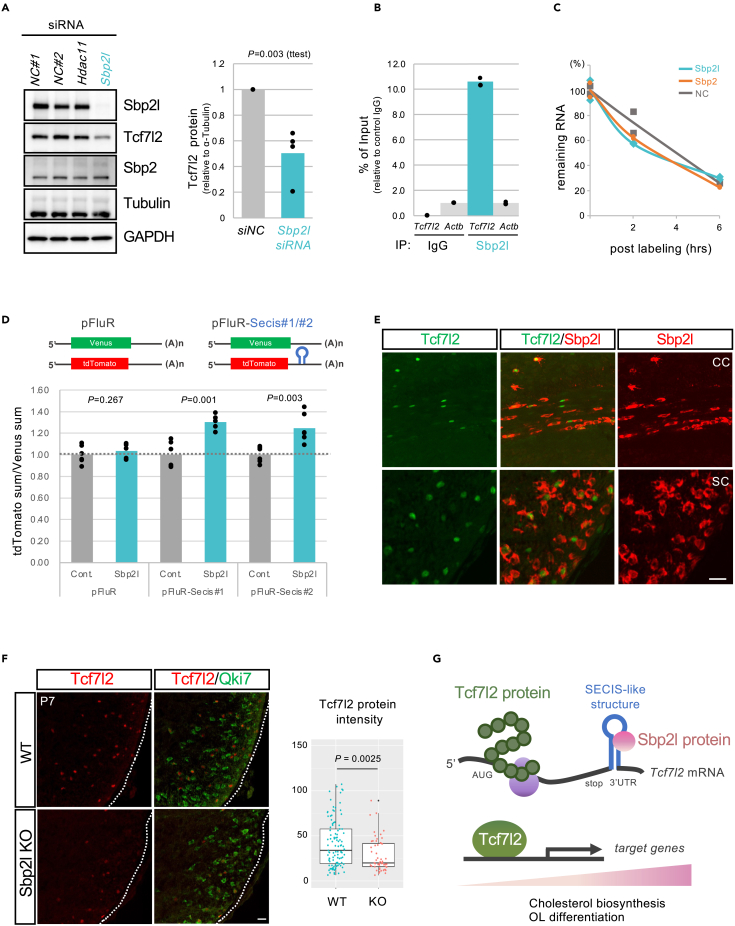
Sbp2l regulates Tcf7l2 protein levels by binding to the *Tcf7l2* 3′UTR (A) Western blots indicate that *Sbp2l* KD led to a reduction in Tcf7l2 protein expression in OPCs (left). Quantification of Tcf7l2 protein expression relative to α-Tubulin (right). Data represent mean of four independent experiments indicated by dots in the bar graph. Student’s t test. See also Figures S4A and S4B. (B) CLIP-qPCR assay using two different anti-Sbp2l antibodies indicating that Sbp2l efficiently binds to the *Tcf7l2* mRNA compared with that of control IgG. Data represent the percentage of input of *Tcf7l2* and *Actb* levels normalized to control IgG. Each dot represents an independent experiment. See also Figure S4C. (C) RNA labeling assay shows no difference in *Tcf7l2* mRNA stabilization between *Sbp2l* KD, *Sbp2l* KD, and control siRNA in OPCs. (D) Dual color reporter assay for SECIS-like sequence in 3′UTR of *Tcf7l2* mRNA. HeLa Tet-On 3G cells were transfected with pTRE-Tight-BI-Venus-tdTomato-Secis#1/#2 or pTRE-Tight-BI-Venus-tdTomato control vector together with Sbp2l expression or control vector and treated with doxycycline (10 ng/mL) to induce the expression. The relative signal intensity of the tdTomato to Venus fluorescent protein was calculated for each cell. Data represent mean of the TdTomato/Venus of three-independent experiments indicated by dots. Student’s t test. See also Figure S4D–F. (E) Tcf7l2 (green) is expressed in Sbp2l-positive OLs (red). Immunofluorescence was performed on the transverse sections of the brain at P14 (top) and the spinal cord at P7 (bottom). Scale bar: 20 μm. See also Figure S4G. (F) The Tcf7l2 protein expression (red) in Qki7-expressing OLs (green) on the transverse sections of the spinal cord at P7 (left). Decreased Tcf7l2 protein expression in the *Sbp2l* KO spinal cord compared with that of the control. Scale: 20 μm. Quantitative analysis of Tcf7l2 protein intensity in the spinal cord sections (right). Box and whisker plots showing Tcf7l2 protein intensity in the *Sbp2l* KO spinal cord compared with that of the control. Data represent the mean ± SD of four independent experiments. Each dot represents an immunofluorescence signal for the Tcf7l2 protein. Mann-Whitney U test*.* See also Figure S4H. (G) Model for OL-specific translational control of Tcf7l2 protein by Sbp2l in selenoprotein-independent manner. Ubiquitously expressed Tcf7l2 protein, a master regulator of cholesterol biosynthesis genes, is translationally controlled by Sbp2l through binding to the SESIS-like structure in the 3′UTR of *Tcf7l2* mRNA in OLs. Increased Tcf7l2 protein expression achieves the OL maturation and cholesterol biosynthesis required for subsequent myelination. See also Figure S5.

## Discussion

In the present study, we searched for RBPs specifically expressed in the OL cell lineage by analyzing various transcriptome datasets. We found a few RBPs, including *Cnp*, *Sbp2l*, and *Larp6*. Among them, we focused on Sbp2l because its protein expression is abundant and highly specific in the OL cell lineage, and this function has not been characterized at this point. Using a primary cultured OPC/OL model and postnatal mouse spinal cord, we showed that Sbp2l is an RBP whose expression increases dramatically during OL differentiation. Furthermore, mouse genetics with mRNA-seq analysis revealed an impact on OL maturation through molecules involved in the Tcf7l2-dependent cholesterol biosynthesis pathway. 

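In the primary OPC cultures, mean *Sbp2l* FPKM on Day 3 was 10.1-fold that on Day 0. Among the genes tested, 97 rose more than *Sbp2l* between these days, which placed it 98th by log2 fold change, at percentile 99.2. *Mbp* ranked 2nd, *Cnp* 293rd and *Larp6* 651st in the same list. These ranks hold for the log2(FPKM + 1) scale. By the ratio of mean FPKM between these days, *Mag* (152) was above *Mbp* (140) and *Larp6* (4.75) above *Cnp* (4.66).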

Finally, we found that Sbp2l contributes to the OL-specific translational control of the Tcf7l2 protein by binding to the SESIS-like structure in the 3′UTR of *Tcf7l2* mRNA. This regulation might to be independent of selenoprotein synthesis, because at least Tcf7l2 protein is not included in a list of selenoproteins identified by previous studies.^37^^,^^38^

We have focused on the cell-type specificity of RBPs and the role of their proteins in cellular functions and the regulatory transcriptome.^14^^,^^15^^,^^41^ These studies have enabled us to understand how RBPs contribute to the transcriptome and their physiological functions in specific cell types. Among them, Nova proteins and neuronal embryonic lethal abnormal visual proteins, which are identified as target antigens of paraneoplastic autoimmune diseases, are also neuron-specific molecules.^42^^,^^43^^,^^44^ RbFox3, which is one of the antigens of the representative neuronal marker antibody, NeuN, is also a neuronal RBP.^45^ In addition, Musashi1, PTBP1, and Qki5 have been studied as neural stem cell factors.^14^^,^^46^^,^^47^^,^^48^^,^^49^ Furthermore, the Qki protein is encoded by a gene responsible for the spontaneous mutant, *quaking viable*, and is involved in post-transcriptional regulation of its target genes that are widely important for OL differentiation.^17^^,^^18^ In general, they are involved in the generation of cell-specific transcriptomics through post-transcriptional gene regulation based on their specific expression.^50^ In the present study, we searched for RBPs focusing on the expression profile in OL differentiation to understand the OL-lineage-specific post-transcriptional program. We found a few subsets of RBPs, *Cnp*, *Sbp2l*, and *Larp6*. In particular, *Cnp*, encoding CNPase, is a classical OL-specific protein.^51^ CNPase is an enzyme that catalyzes the phosphodiester hydrolysis of 2′,3′-cyclic nucleotides to 2′-nucleotides and is also classified as an RBP, but its role in OL function and differentiation via nucleic acid metabolism remains obscure.^51^ Another top molecule in our screening is *Sbp2l*, a paralog of Sbp2.^52^ A very recent study revealed that Sbp2l is an OL-cell-lineage-specific molecule and regulates OL differentiation through the function of DIO-2 selenoprotein synthesis, leading to the production of thyroid hormone, T3.^21^^,^^31^ We have newly generated antibodies for Sbp2l to confirm its specific expression in the OL cell lineage. Sbp2l showed similar expression in the maturation process with the CC1 antibody, whose antigen is Qki7, which is important in the OL maturation.^24^ Qki family proteins encoding RBPs regulate several types of post-transcriptional gene regulation, including alternative splicing and mRNA stability control, during glial cell lineage.^53^ Given this expression, the Sbp2l RNA regulatory system may share some RNA targets and their regulation with the Qki family during differentiation processes but also probably generates a novel RNA regulatory network through new RNA targets and regulation in the OL cell lineage. However, the molecular function of Sbp2l, protein translation through the SECIS-like structure in the 3′UTR, would be different from those of other OL-specific RBPs, Qki, and CNPase proteins. Thus, cell-type-specific RBPs are involved in OL differentiation in different layers of RNA regulation.

Our cellular and histological analyses indicate that Sbp2l is a cytoplasmic protein but not a nuclear protein (Figures 2C and 2D). This finding suggests that the Sbp2l protein could have a similar function to the Sbp2 protein in selenoprotein synthesis. Indeed, Sbp2l possesses an RNA-binding domain, termed by the ribosomal L7Ae structure, which is similar to the Sbp2 protein. Indeed, the region of this domain showed 69.9% amino acid homology and a similar structure by alpha-fold prediction (Figures S5A–S5C). However, the other regions including the domain to catalyze incorporation of selenocysteine (Sec) into the protein in Sbp2 protein have low homology with Sbp2l, and Sbp2l is thought to lack its ability of Sec incorporation.^32^^,^^54^ Therefore, we pursued the regulation of selenoprotein synthesis in the *Gpx4* gene, a well-known target of Sbp2, to determine whether the two molecules share the same target and function. Interestingly, we found that Sbp2l lacks the activity of selenoprotein synthesis of the Gpx4 protein (Figure 3A). Our observation also would be supported by the previous analysis of zebrafish Sbp2l such that a single knockout of *Sbp2l* does not result in any reduction in selenoprotein synthesis, as shown by mass spectrometry analysis.^33^ Because this result suggests that Sbp2l has a unique role that is different from that of Sbp2, we performed transcriptome analysis to explore the unique RNA regulatory program for Sbp2l. We found that DEGs in *Sbp2l* KD OPCs are related to cholesterol biosynthesis and OL maturation (Figure 3C). In addition, IPA upstream analysis predicted Tcf7l2, a transcription factor important for cholesterol biosynthesis and OL maturation, as a top candidate of a regulator for DEGs (Figures 3E–3G).^5^ Interestingly, Tcf7l2 protein expression was significantly decreased without changes in *Tcf7l2* mRNA levels in both *in vitro Sbp2l* KD OPC and KO spinal cord (Figures 5A, 5F, S4A, and S4B). Importantly, Sbp2l binds to the 3′UTR of *Tcf7l2* mRNA and does not affect the half-life of *Tcf7l2* at either mRNA or protein levels (Figures 5B, 5C, S4D, and S4E), suggesting that Sbp2l is responsible for the translation step rather than the stabilization of *Tcf7l2* mRNA and protein through the binding to its mRNA.

In the present study, we found that Sbp2l is involved in “OL maturation” through Tcf7l2 translation using OPC/OL culture model and systemic *Sbp2l* KO mice, whereas Dai et al. revealed that Sbp2l regulates OL differentiation through Sbp2l-DIO-2-thyroid hormone T3 production pathway in *Cnp*-cre *Sbp2l* conditional KO mice.^31^ Importantly, the phenotypes of two different *Sbp2l*-deficient mice are similar to each other. Sbp2l regulates both Dio-2 and Tcf7l2 independently and mediates OL maturation.^31^ We found that the predicted downstream genes of Sbp2l are enriched in the cholesterol biosynthesis pathway, which would be an essential OL maturation pathway in lipid-enriched OLs. However, the relationship between the Sbp2l gene and human diseases by genomic analysis, such as GWAS and SNP analyses, is still unknown except for the association with lung cancer susceptibility.^55^ Our findings could help elucidate the molecular mechanisms of diseases caused by abnormal expression of Sbp2l or the disruption of Sbp2l downstream molecules. In diseases showing systemic abnormalities in lipid metabolism, e.g., Smith-Lemli-Opitz syndrome, some of their causative genes are also known to be involved in developmental disorders such as autism spectrum disorders.^56^^,^^57^ The loss of the Tcf7l2 DNA-binding transcription factor causes abnormalities in lipid metabolism and glucose tolerance in adipocytes.^58^ In addition, the variant allele of the TCF7L2 SNP is an important genetic risk factor for type 2 diabetes mellitus and is also associated with increased cardiovascular abnormalities, suggesting that impaired postprandial lipid metabolism may be associated with higher cardiovascular risk.^59^^,^^60^ In the CNS, Tcf7l2 was identified as a critical transcription factor showing dynamic expression during the remyelination process in rodent multiple sclerosis (MS), which has been thought to result from the complex features of OL damage and failure of remyelination.^40^ Indeed, the loss of Tcf7l2 results in decreased expression of the OL maturation marker genes, *Plp* and *Mbp*, suggesting the involvement of OL differentiation, although this KO mouse died shortly after birth due to systemic abnormalities, including abnormal lipid metabolism.^5^^,^^61^ Hence, given its specific expression of Sbp2l in the OL cell lineage, the roles of Sbp2l in diseases model for MS showing repeated demyelination, and remissions would also be interesting in the future. Finally, our observations add Sbp2l to a new list of OL differentiation lineage markers and suggest that Sbp2l is involved in OL differentiation via Tcf7l2 and cholesterol-biosynthesis-related genes.

### Limitations of the study

In this study, we proposed a new mechanistic insight of oligodendrocyte (OL) maturation through translational control of Tcf7l2 transcriptional factor by an OL-specific RBP, Sbp2l. There are several limitations to this study that must be acknowledged. First, previously identified list of selenoproteins did not include Tcf7l2, and it is not possible to exclude that Tcf7l2 protein contains selenocysteine. Second, we used IP-qPCR method to identify the interaction of Sbp2l protein and *Tcf7l2* mRNA. Further studies deciphering the Sbp2l binding in transcriptome-wide manner using HITS-CLIP analysis may clarify the roles in OL maturation.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-Sbp2l, IHC/ICC: 1:500, WB 1:1000	This paper, see methods details-antibody production	N/A
Mouse monoclonal anti-Qki7, clone N183/15, IHC/ICC: 1:200	UC Davis/NIH NeuroMab Facility	Cat# N183/15; RRID:AB_2877379
Mouse monoclonal anti-Olig2, clone 211F1.1, IHC/ICC: 1:250	Sigma-Aldrich	Cat# MABN50; RRID:AB_10807410
Rabbit polyclonal anti-PDGFRα, IHC/ICC: 1:500	Cell Signaling Technology	Cat# 3164; RRID:AB_2162351
Rat monoclonal anti-PDGFRα, APA5, IHC: 1:500	Thermo Fisher Scientific	Cat# 67-1401-80, RRID:AB_2717164
Mouse monoclonal anti-MBP, WB: 1:5000	Abcam	Cat# ab62631; RRID:AB_956157
Mouse monoclonal anti-MBP, clone QD-9, IHC: 1:200	Abcam	Cat# ab22460, RRID:AB_447071
Rat monoclonal anti-MBP, IHC/ICC: 1:1000	Millipore	Cat# MAB386; RRID:AB_94975
Mouse monoclonal anti-PLP, IHC: 1:1000	Bio-Rad	Cat# MCA839G; RRID:AB_2237198
Mouse monoclonal anti-Glutamine Synthetase, IHC: 1:400	BD Biosciences	Cat# 610518; RRID:AB_397880
Mouse monoclonal anti-GFAP, clone G-A-5, IHC: 1:500	Sigma-Aldrich	Cat# G3893; RRID:AB_477010
Mouse monoclonal anti-Actin, clone C4, WB: 1:5000	Millipore	Cat# MAB1501; RRID:AB_2223041
Mouse monoclonal anti-GAPDH, clone 6C5, WB: 1:1000	Abcam	Cat# ab8245; RRID:AB_2107448
Rabbit polyclonal anti-Sbp2, WB: 1:1000	Proteintech	Cat# 12798-1-AP; RRID:AB_2186555
Rabbit polyclonal anti-Gpx4, clone EPNCIR144, WB: 1:1000	Abcam	Cat# ab125066; RRID:AB_10973901
Mouse monoclonal anti-α-Tubulin, clone DM1A, WB: 1:5000	Sigma-Aldrich	Cat# T9026; RRID:AB_477593
Rabbit monoclonal anti-Tcf7l2, clone C48H11, IHC: 1:2000 and WB: 1:1000	Cell Signaling Technology	Cat# 2569; RRID:AB_2199816
Mouse monoclonal anti-Tcf7l2, clone D-4, IHC/ICC: 1:200	Santa Cruz Biotechnology	Cat# sc-166699; RRID:AB_2199823
Normal Rabbit IgG	Millipore	Cat# 12-370
Donkey anti-rabbit IgG (H + L) Alexa Fluor 555	Thermo Fisher Scientific	Cat# A-31572 RRID:AB_162543
Goat anti-rabbit IgG (H + L) Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-11034 RRID:AB_2576217
Goat anti-mouse IgG (H + L) Alexa Fluor 555	Thermo Fisher Scientific	Cat# A-11029 RRID:AB_2534088
Goat anti-mouse IgG (H + L) Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21424 RRID: AB_141780
Goat anti-rat IgG (H + L) Alexa Fluor 555	Thermo Fisher Scientific	Cat# A-21434 RRID: AB_2535855
Goat Anti-Rabbit IgG(H + L), Mouse/Human ads-HRP	SouthernBiotech	Cat# 4050-05, RRID:AB_2795955
Goat Anti-Mouse IgG(H + L), Human ads-HRP	SouthernBiotech	Cat# 1031-05, RRID:AB_2794307
Rat monoclonal Anti- PDGFRa(CD140a), Unconjugated, Clone APA5, for a panning of OPCs	BD Biosciences	Cat# 558774, RRID:AB_397117

**Chemicals, peptides, and recombinant proteins**		

Lipofectamine RNAi MAX	Thermo Fisher Scientific	Cat# 13778150
CHX	Sigma-Aldrich	Cat# C4859
Papain, PAP2	Worthington biochemical	Cat# LK003178
DNase I, DCLS	Worthington biochemical	Cat# LS002060
Ovomucoid protease inhibitor, OI-BSA	Worthington biochemical	Cat# LK003182
Bandeiraea Simplicifolia Lectin I (BSL 1)	Vector laboratories	Cat# L-1100-5
TrypZean	Sigma-Aldrich	Cat# T3568
Poly-D-lysine	Sigma-Aldrich	Cat# P6407
TrypLE select	Thermo Fisher Scientific	Cat# 12563011
Insulin	Sigma-Aldrich	Cat# I6634
Forskolin	Sigma-Aldrich	Cat# F6886
thyroid hormone T3	Sigma-Aldrich	Cat# T6397
CNTF	PeproTech	Cat# AF450-13
NT-3	PeproTech	Cat# 450-03
PDGF-AA	PeproTech	Cat# AF100-13A
d-Biotin	Sigma-Aldrich	Cat# B4639
N-acetyl-L-cysteine	Sigma-Aldrich	Cat# A8199
Progesterone	Sigma-Aldrich	Cat# P8783
Sodium selenite	Sigma-Aldrich	Cat# S5261
BSA	Sigma-Aldrich	Cat# A4161
Transferrin	Sigma-Aldrich	Cat# T1147
Putrescine	Sigma-Aldrich	Cat# P5780
Antibiotics	Thermo Fisher Scientific	Cat# 15140122
Glutamax	Thermo Fisher Scientific	Cat# 35050061
pyruvate	Thermo Fisher Scientific	Cat# 11360070
Trace element B	Corning	Cat# 25-022-CI
N21-MAX Media	R&D Systems	Cat# AR008
Opti-MEM I reduced serum medium	Thermo Fisher Scientific	Cat# 31985062
FluoroMyelin Green Fluorescent Myelin Stain	Thermo Fisher Scientific	Cat# F34651
Hoechst 33258	Sigma-Aldrich	Cat# B2883
RIPA Buffer	Cell Signaling Technology	Cat# 9806

**Critical commercial assays**		

DC Protein Assay Kit II	Bio-Rad	Cat# 5000122
Can Get Signal Solution I	TOYOBO	Cat# NKB-201
ECL Western Blotting Substrate	Thermo Fisher Scientific	Cat# 32106
RNeasy Micro kit	Qiagen	Cat# 74004
RNeasy 96 kit	Qiagen	Cat# 74181
High-Capacity cDNA Reverse Transcription Kit	Thermo Fisher Scientific	Cat# 4368814
TaqMan™ Gene Expression Master Mix	hermo Fisher Scientific	Cat# 4369016
TruSeq Stranded mRNA Library Prep for NeoPrep kit	Illumina	Cat# NP-202-1001
Click-iT Nascent RNA Capture Kit	Thermo Fisher Scientific	Cat# C10365
Zenon™ Rabbit IgG Labeling Kits	Thermo Fisher Scientific	Cat# Z25305

**Deposited data**		

Dataset for mouse OPC differentiation series	This paper	GEO: GSE228241
Dataset for mouse OPC Sbp2l KD series	This paper	GEO: GSE228245
Mouse brain RNA-seq	Zhang et al.^25^	GEO: GSE52564
Mouse brain single cell RNA-seq	Zeisel et al.^26^	GEO: GSE60361
Human brain RNA-seq	Zhang et al.^27^	GEO: GSE73721
Human whole tissue pSI values (25 tissues from GTEx dataset)	Wells et al.^28^	https://academic.oup.com/nar/article/43/22/10804/1804831 See Table S3 for pSI values

**Experimental models: Cell lines**		

Hela Tet-On 3G cell line	Clontech	Cat#631183; RRID:CVCL_V353

**Experimental models: Organisms/strains**		

Sbp2l knock-out mice	This paper, see methods details-mice	N/A
Cultured mouse oligodendrocyte precursor cells	This paper, see methods details-mouse OPC culture	N/A

**Oligonucleotides**		

guide RNA	This paper, see methods details-mice	N/A
single strand oligodeoxynucleotide	This paper, see methods details-mice	N/A
Primers for qRT-PCR and Genotyping PCR	This paper, see Table S3	N/A
Sbp2 siRNA (siRNA ID:s93475, s93476, s93477)	Thermo Fisher	Cat#4390771
Sbp2l siRNA (siRNA ID:s88726, s88727, s88728)	Thermo Fisher	Cat#4390771

**Recombinant DNA**		

Sbp2l_pTracer-SV40	This paper, see supplementary methods	N/A
3xFLAG_Tcf7l2_pRP-neo-SV40	This paper, see supplementary methods	NM_001331146.1 (VB230223-1612ehv)
pTRE-Tight-BI-NLS-Venus-PEST-NLS-tdTomato-3PEST (pDual_FluR)	Nogami et al.^39^	N/A
SECIS-like#1_in_pDual_FluR	This paper, see supplementary methods	N/A
SECIS-like#2_in_pDual_FluR	This paper, see supplementary methods	N/A

**Software and algorithms**		

pSI (version 1.1)	Dougherty et al.^22^	https://www.rdocumentation.org/packages/pSI/versions/1.1/topics/specificity.index
OmicSoft ArrayStudio	Qiagen	N/A
DESeq2	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	RRID:SCR_015687
QIAGEN Ingenuity Pathway Analysis	Qiagen	RRID:SCR_008653
RNAstructure	https://rna.urmc.rochester.edu/RNAstructureWeb/Servers/Predict1/Predict1.html	RRID:SCR_017216
AlphaFold Protein Structure Database	https://alphafold.ebi.ac.uk/	RRID:SCR_023662
R (Version 4.1.2)	http://www.r-project.org/	RRID:SCR_001905
ImageJ	https://ImageJ.net/	RRID:SCR_003070

**Other**		

FV1200	Olympus	N/A
BZ-X810	Keyence	N/A
Hybrid Cell Count Module BZ-H4C	Keyence	N/A
MiSeq system	Illumina	N/A
HiSeq 2500 system	Illumina	N/A
Viia 7real-time PCR detection system	Thermo Fisher Scientific	N/A
StepOnePlus	Thermo Fisher Scientific	N/A
ImageQuant LAS-4000	Fujifilm	N/A
iBright Imaging Systems	Thermo Fisher Scientific	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will fulfilled by the lead contact, Dr. Masato Yano ().

#### Material availability

All unique/stable reagents generated in this study are available from the lead contact without restriction.

#### Data and code availability

• The datasets generated and analyzed in the present study were deposited in the NCBI Gene Expression Omnibus (GEO) repository under accession numbers GSE228241 (for OPC differentiation series) and GSE228245 (for OPC KD series). These accession numbers are also listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Cell lines

HeLa Tet-On 3G cell line (Clontech, Cat#631183) was obtained and cultured as directed by the supplier.

### Methods details

#### Screening for OLs-specific RBPs

The pSI package^22^ with three human and mouse brain datasets^25^^,^^26^^,^^27^ were used to identify OL-specific RBPs for both humans and mice. The specificity for the nervus system among whole tissues was considered by GTEx data.^28^ Fourteen genes were identified as OL-specific genes by merging significant genes in four datasets (pSI <0.05). Among them, three RBPs, *Cnp*, *Sbp2l*, and *Larp6*, were identified as the potential OL-specific RBPs by referring to the 1,542 RBPs.^11^

#### Mice

All procedures were performed in accordance with the standards of humane care, and the treatment of the research animals was approved by the Institutional Animal Care and Use Committee (IACUC) in Takeda Pharmaceutical Company Ltd.

For generation of *Sbp2l* null mice, we used 5′- and 3′- guide RNA (gRNA) and single strand oligodeoxynucleotide (ssODN) sequences as below.

5′-gRNA target sequences: AGTCCAGGACGAGATGCCAT.

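The 5′-gRNA target matched no annotated mouse transcript in full on either strand, and the genome sequence was not used here. The 3′-gRNA target GAGTGAGTTAGTGACTCGA (19 nt) matched 1 annotated transcript, on the strand of the transcript. It lies on chromosome 2 of GRCm38 from 125745484 to 125745502. The gene has 3 annotated transcripts. In the longest, which has 18 exons, the site is in intron 16. In the transcript of 9 exons that contains it, the site is in exon 9, in the 3′UTR. There the target is preceded by GTTTTGCTTCTTTCTGTTAATACATGCCAG and followed by AGGAATGGATCAGAGTTTCTTGTTGAATAT, whose opening bases AGG form the NGG motif that Cas9 needs beside its target.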

3′-gRNA target sequences: GAGTGAGTTAGTGACTCGA

ssODN sequences:

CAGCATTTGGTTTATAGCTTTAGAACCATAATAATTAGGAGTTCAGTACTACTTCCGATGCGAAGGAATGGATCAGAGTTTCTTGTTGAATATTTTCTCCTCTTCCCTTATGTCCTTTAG

Homozygous null mice were selected by qPCR detection for *Sbp2l* intron15 sequence.

#### Isolation of mouse oligodendrocyte precursor cells (OPCs)

OPCs were purified by immunopanning as essentially described in Emery and Dugas (2013).^62^ Briefly, cortices were dissected from three pups of postnatal day 7 mice with C57BL/6J genetic background and treated with papain (Worthington biochemical, PAP2, 20 units/mL) and DNase I (Worthington biochemical, DCLS, 125 units/mL) in high glucose EBSS buffer with calcium and magnesium. After incubation at 34°C for 90 min, cortices were rinsed three times with 0.1% ovomucoid protease inhibitor (Worthington biochemical, OI-BSA) supplemented with DNase (250 units/mL) and dissociated successively with a 10-mL pipette, a 5-mL pipette, and a 1-mL pipette tip. The cell suspension was layered on 0.5% ovomucoid inhibitor and pelleted at 220 × g for 6 min. The cell pellet was resuspended with 10 mL of 0.02% BSA (Sigma-Aldrich) in D-PBS with calcium and magnesium with DNase (125 units/mL) and insulin (Sigma-Aldrich, 5 μg/mL) and incubated successively on two BSL I-coated negative panning plates (Vector laboratories, 5 μg/mL) to remove microglia and endothelial cells. The cell suspension was then positively selected with a panning plate coated with a monoclonal antibody against PDGFRα (BD Pharmingen 558774, 20 μg per dish). Bound cells were detached with TrypZean (Sigma-Aldrich). Approximately 3 × 10^5^ cells were obtained and plated onto a poly-D-lysine-coated 10-cm tissue culture dish with OPC growth media containing DMEM, antibiotics, 1 × sodium pyruvate (Thermo Fisher Scientific), 1 × Glutamax I (Thermo Fisher Scientific), 0.1 ×x Trace Elements B (Corning), 1 × N21-MAX Media Supplement (R&D Systems, AR008), 5 μg/mL insulin (Sigma-Aldrich), 5 μg/mL N-acetyl cysteine (Sigma-Aldrich), 100 μg/mL BSA, 100 μg/mL apo-transferrin (Sigma-Aldrich), 16 μg/mL putrescine (Sigma-Aldrich), 60 ng/mL progesterone (Sigma-Aldrich), 40 ng/mL sodium selenite (Sigma-Aldrich), 10 ng/mL d-Biotin (Sigma-Aldrich), 10 ng/mL PDGF-AA (Peprotech), and 10 ng/mL CNTF (Peprotech). OPCs were differentiated following removal of PDGF-AA and addition of thyroid hormone T3 (Sigma-Aldrich 40 ng/mL).

#### siRNA transfection

Primary OPCs were seeded at a density of 1.5 × 10^5^ cells/well in 6-well PDL-coated plates (Iwaki). After a 24 h incubation, the cells were transfected with 20 nM Silencer Select siRNAs using Opti-MEM I reduced serum medium (Thermo Fisher Scientific) and Lipofectamine RNAi Max (Life Technologies), according to the manufacturer’s instructions, and then were incubated at 37°C for 72 h. The cells were harvested and subjected to the mRNA and protein analyses including RNA-seq library generation.

#### Antibody production

For Sbp2l-specific antibodies, rabbits were independently immunized with the recombinant protein (amino acids 466–1089) and KLH-conjugated C-terminal peptide (amino acids 1021–1089) of Sbp2l. The antibodies were affinity purified from rabbit serum by using each recombinant or peptide of Sbp2l. Their specificity was confirmed by Western blots and immunohistochemistry in *Sbp2l* KD OPC cells and *Sbp2l* KO spinal cord tissue, respectively (Figures S1A and 4B).

#### Tissue preparation and immunostaining

The mouse spinal cord was fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) and postfixed in the same fixative. The samples were then cryoprotected with 30% sucrose/PBS and sectioned with a cryostat (18-μm sections) (CM1850UV, Leica). The tissue was then subjected to immunohistochemistry (IHC). The sections were boiled in 10 mM citric acid buffer (pH 6.0) for 5 min before blocking for all antibodies except for the anti-MBP and anti-PLP antibodies for antigen retrieval. For immunostaining for MBP and PLP, sections were treated with ice-cold MeOH for 6 min before performing immunofluorescence staining. Then, the sections were incubated overnight at 4°C with primary antibodies (see the supplemental information for Antibodies) followed by incubation with Alexa-dye conjugated secondary antibodies (Invitrogen 1:1000). For FluoroMyelin assay, the sections were incubated for 20 min at room temperature with FluoroMyelin (1:300 F34651, Thermo Fisher) and counterstained with Hoechst dye. Images of the immunostained specimens were collected using a confocal laser scanning microscope (FV1200: Olympus or BZ-X810: Keyence).

#### mRNA sequence

Total RNAs were obtained from two independent replicates of cultured OPCs. The RNAs were extracted using RNeasy Micro kit (Qiagen) followed by the generation of stranded mRNA-seq libraries using TruSeq Stranded mRNA Library Prep for NeoPrep kit (Illumina) on the NeoPrep Library Prep System. The multiplexed libraries were sequenced as 75-nt pair-end runs on a MiSeq system and 100-nt on HiSeq 2500 system for OPC differentiation and OPC KD series, respectively. Fastq files were processed by OmicSoft ArrayStudio (Qiagen), differentially expressed genes (DEGs) were identified by the DESeq2 method. Following pathway analysis was performed using ingenuity pathway analysis (IPA) software (Qiagen).

#### CLIP-qPCR

CLIP using homemade anti-Sbp2l-specific antibodies (see above) was performed using UV-irradiated mOLs.^35^ Immunoprecipitated RNA-protein complex were digested by Proteinase K, then RNAs were extracted using phenol/chloroform and precipitated by ethanol precipitation method. Isolated RNAs were solved in RNase-free water, and then subjected to qRT-PCR assay. Normal rabbit IgG (12–370, Merck millipore) was used as a negative control.

#### Quantitative RT-PCR (qRT-PCR) assay

Total RNAs were extracted from siRNA-transfected OPC cells using an RNeasy 96 kit (QIAGEN). The cDNA from 25 ng of total RNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The amount of each mRNA was quantified using a TaqMan assay with TaqMan Gene Expression Master Mix (Thermo Fisher Scientific) and gene-specific probe and primers synthesized by Sigma Genosys (sequences are listed in Table S3). At least three biological replicates were used for quantitative PCR, which was performed with the Viia7 real-time PCR detection system and StepOnePlus real-time PCR system (Thermo Fisher Scientific).

#### Western blotting

siRNA-transfected OPC cells were lysed with RIPA Buffer (Cell Signaling Technology). The lysates were quantified by DC Protein Assay Kit II (BIO-RAD), and then 5 μg of the lysates separated by electrophoresis in a 7.5–15% polyacrylamide gel (DRC) and blotted onto a PVDF membrane (Millipore). The membrane was blocked with 3% BSA in TBS, incubated with primary antibody diluted in Can Get Signal Solution I (TOYOBO) overnight, incubated with HRP-linked anti-mouse or anti-rabbit IgG diluted in TBS-T for 1 h, and developed with ECL (GE Healthcare). Images were visualized using an ImageQuant LAS-4000 imaging system (Fujifilm) or iBright Imaging Systems (Thermo Fisher Scientific).

#### Pulse-chase assay for *Tcf7l2* mRNA

Pulse labeling was performed using Click-iT Nascent RNA Capture Kit (Thermo Fisher) according to a manufacturer’s protocol. Briefly, OPCs at 3 days post siRNA transfection were incubated in EU containing medium for 0.5 h, and then washed with D-PBS. The cells were further incubated for 0, 2 and 6 h, and harvested. The following labeled RNA isolation was performed with Click-iT Nascent RNA Capture Kit and subjected to qRT-PCR assay.

#### Cycloheximide (CHX) chase assay for Tcf7l2 protein

Tcf7l2 protein degradation was analyzed by CHX chase assay in the primary OPC cells. OPC cells were transfected with control and *siSbp2l* by RNAi Max. Three days after transfection, 30 μg/mL CHX were added to inhibit protein synthesis. The cells were collected at 0, 3, 6 h after the treatment with CHX, followed by Western blotting with anti-Tcf7l2 and anti-α-Tubulin antibodies. The Tcf7l2 degradation rate was analyzed as a ratio of protein remaining relative to α-Tubulin protein by ImageJ between control and si*Sbp2l*.

#### Assay for Sbp2l knock down with Tcf7l2 overexpression

*Sbp2l* siRNA was transfected into cultured OPCs using RNAi MAX (Thermo Fisher) and Tcf7l2 expression or control vector were transfected with lipofectamine 3000 at 24 h post-siRNA transfection according to a manufacturer’s protocol (Thermo Fisher). Total RNAs were collected 48 h post-transfection. RNA expression levels were analyzed by qRT-PCR assay.

#### Vector construction and plasmid preparation

Mouse Sbp2l cDNA were subcloned into the *Kpn* I/*Not* I site of pTravcer-SV40 with PA:DYK tag into *Kpn* I/*Spe* I. Dual color reporters were engineered based on the bidirectional tetracycline-inducible vector, pTRE-Tight-BI with NLS-tdTomato-PEST and NLS-Venus-PEST as previously reported.^39^ SECIS-like elements were subcloned into the *Eco*R V site in MCS I of the pTRE-Tight-BI vector. The detailed sequences are shown as below. 

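Both SECIS-like elements matched annotated transcripts of *Tcf7l2* (chromosome 19, 55741820 to 55933654, plus strand, GRCm38) and of no other gene. Element 1 is 117 nt long, with 33.3% G and C, and lies from 55931969 to 55932085. Of the 22 annotated *Tcf7l2* transcripts, 12 are coding, and 10 contain element 1, each time in the last exon and in the 3′UTR. In the transcript it is preceded by GCTTTTGTTTTGTACTCTTTAATTTTGTGC and followed by TTTTTATCAACAGCTGTTTAAAGTCTTTGT. Element 2 is 86 nt long, with 27.9% G and C, and lies from 55933154 to 55933239, 1068 nt downstream of element 1. It is in full in the 3′UTR of 3 transcripts, all of which also contain element 1, because the other 7 end before its last base. Some of these 7 end within element 2 and hold most of it, so the count of 3 depends on the full match required. It is preceded by TAACAAAATGTGTTTGGTAGCAGACTGTCC and followed by AAAGAAAAAAAAAAACCCCAGCTGCCGCTT.

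**Figure D3:**
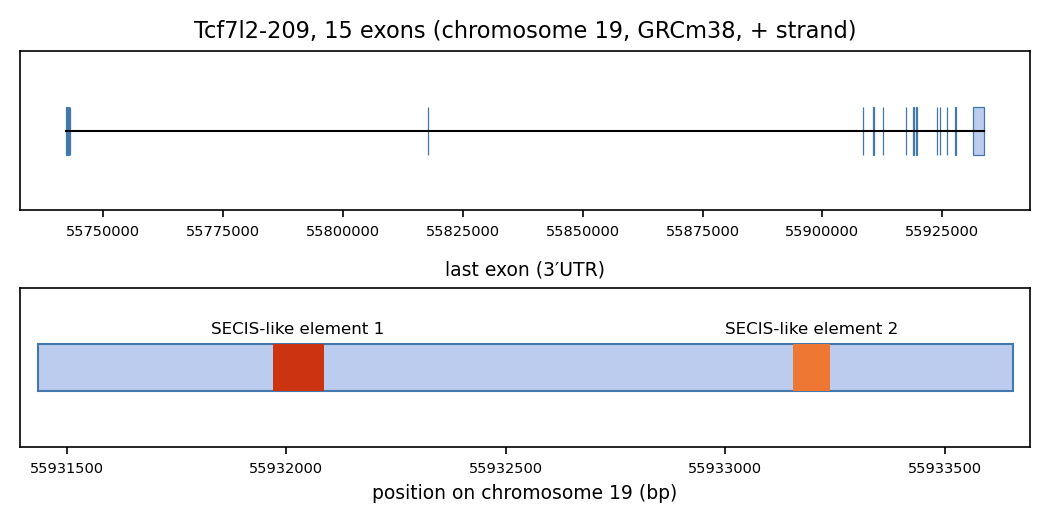
Map of a *Tcf7l2* transcript of 15 exons on chromosome 19 (position in bp, GRCm38), with exons as boxes (top), and of its last exon (bottom), which is 3′UTR throughout. Element 1 and element 2 are drawn to scale at 55931969 to 55932085 and 55933154 to 55933239.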

Tcf7l2 expression vector containing synthesized 3xFLAG/Tcf7l2 (NM_001331146.1) under the SV40 promotor in pRP-neo (VB230223-1612ehv) was constructed by Vectorbuilder.

>Secis-like element #1

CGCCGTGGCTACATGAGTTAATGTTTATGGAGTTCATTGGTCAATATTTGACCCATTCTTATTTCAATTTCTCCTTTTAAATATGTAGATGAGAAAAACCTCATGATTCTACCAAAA

>Secis-like element #2

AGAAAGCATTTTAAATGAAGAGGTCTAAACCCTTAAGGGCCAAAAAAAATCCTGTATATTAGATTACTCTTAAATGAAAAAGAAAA

#### Measurement of live-cell dual color reporter assay

HeLa Tet-On 3G cells were cultured in DMEM (WAKO) with10% Fetal bovine serum medium. For transfection of the expression vectors, ratiometric fluorescence reporter in pTRE-Tight-BI with or without SECIS-like fragment, 5×10^4^ cells were seeded in 24-well plates, or 2.5x10^4^ cells were seeded in 48-well plates (Thermo Fisher). Seven hours after transfection, the culture medium containing transfection reagents was changed to fresh medium containing 10 ng/mL doxycycline. Twenty-four hours after transfection, Images of Venus (50ms) and tdTomato (5ms) were obtained from three fields of view for each well by the KEYENCE BZ-X810. Nuclei with Venus and tdTomato were automatically selected and the sum of the Venus and tdTomato signals in each well was calculated from the Venus and tdTomato signal intensities of each cell in the well by Hybrid Cell Count Module BZ-H4C (KEYENCE). The relative sum of the tdTomato signal intensity to the sum of the Venus signal intensity in each well was calculated as the translational activity and relative values are shown in the graph. Quantification of Venus and tdTomato fluorescence signal from single cells were automatically obtained and quantified using the Hybrid Cell Count Module BZ-H4C (KEYENCE).

#### Bioinformatic tools

##### Prediction of RNA secondary structure

RNAstructure, a web-based RNA secondary structure prediction tool, was used for the analysis for of RNA secondary structure.

https://rna.urmc.rochester.edu/RNAstructureWeb/Servers/Predict1/Predict1.html.

##### IPA canonical pathway and upstream analyses

Those pathway analyses were performed by Ingenuity Pathway Analysis software (QIAGEN).

##### Prediction of protein structure

The AlphaFold Protein Structure Database (DeepMind) was used for the accurate prediction of protein structures.

https://alphafold.ebi.ac.uk.

### Quantification and statistical analysis

#### Statistical analysis

All data analyses were conducted using R (Version 4.1.2). Mann-Whitney *U* test was employed for comparisons between two groups, WT and KO to analyze Tcf7l2 expression level. To analyze RNA and protein level expression, Welch’s *t* test, Dunnett’s test and Two-tailed Student’s *t* test were utilized for inter-group comparisons; differences of at least p < 0.05 were statistically significant.

# Supplementary material for: Sbp2l contributes to oligodendrocyte maturation through translational control in Tcf7l2 signaling
**Source:** iScience. 2023 Nov 16;26(12):108451. doi: 10.1016/j.isci.2023.108451
**Supplement:** Document S1. Figures S1–S5, Tables S1, and S2

## **Supplemental information**

### **Sbp2l contributes to oligodendrocyte maturation through translational control in Tcf7l2 signaling**

**Masato Yugami, Yoshika Hayakawa-Yano, Takahisa Ogasawara, Kazumasa Yokoyama, Takako Furukawa, Hiroe Hara, Kentaro Hashikami, Isamu Tsuji, Hirohide Takebayashi, Shinsuke Araki, Hideyuki Okano, and Masato Yano**

**Table S1. Gene list identified by the bioinformatic screening system using cell-type specificity index (pSI), related to Figure 1.**

|               | Human Brain RNA-seq | Mouse brain RNA-seq. |          |           | Mouse brain scRNA-seq. |        |        |        |        |        | 25 Tissues RNA-seq. |        |
|---------------|---------------------|----------------------|----------|-----------|------------------------|--------|--------|--------|--------|--------|---------------------|--------|
| Symbol_M      | Oligo               | OPC                  | Newly_OL | Myelin_OL | Oligo1                 | Oligo2 | Oligo3 | Oligo4 | Oligo5 | Oligo6 | Brain               | Nerve  |
| <i>Cnp</i>    | 0.0024              | 1.0000               | 0.0255   | 0.0015    | 0.0066                 | 0.0068 | 0.0327 | 0.0035 | 0.0143 | 0.0180 | 0.0113              | 0.0075 |
| <i>Fez1</i>   | 0.0132              | 1.0000               | 1.0000   | 0.0052    | 1.0000                 | 0.0417 | 1.0000 | 0.0643 | 0.0148 | 0.0367 | 0.0020              | 0.0117 |
| <i>Kif13b</i> | 0.0223              | 1.0000               | 1.0000   | 0.0269    | 1.0000                 | 1.0000 | 0.0103 | 0.0707 | 0.0257 | 0.0234 | 1.0000              | 0.0417 |
| <i>Larp6</i>  | 0.0064              | 1.0000               | 0.0735   | 0.0027    | 1.0000                 | 0.0491 | 1.0000 | 1.0000 | 0.0603 | 1.0000 | 0.0486              | 1.0000 |
| <i>Mbp</i>    | 0.0022              | 1.0000               | 0.0301   | 0.0003    | 0.0029                 | 0.0115 | 0.0110 | 0.0066 | 0.0160 | 0.0260 | 0.0000              | 0.0031 |
| <i>Ndr1</i>   | 0.0091              | 1.0000               | 0.0854   | 0.0014    | 1.0000                 | 0.0133 | 0.0100 | 0.0631 | 0.0083 | 0.0114 | 1.0000              | 0.0098 |
| <i>Nipa1</i>  | 0.0248              | 1.0000               | 0.0572   | 0.0358    | 0.0104                 | 0.0207 | 0.0742 | 0.0175 | 0.0217 | 0.0483 | 0.0144              | 1.0000 |
| <i>Olig2</i>  | 0.0034              | 0.0135               | 0.0551   | 1.0000    | 0.0028                 | 0.0054 | 0.0282 | 0.0135 | 0.0364 | 0.0294 | 0.0000              | 1.0000 |
| <i>Otd7b</i>  | 0.0124              | 1.0000               | 0.0802   | 0.0435    | 0.0272                 | 0.0166 | 0.0838 | 0.0543 | 0.0275 | 0.0565 | 1.0000              | 0.0136 |
| <i>Prg1</i>   | 0.0115              | 1.0000               | 1.0000   | 0.0185    | 1.0000                 | 0.0154 | 0.0058 | 1.0000 | 0.0064 | 0.0133 | 0.0446              | 0.0486 |
| <i>Ptdc1</i>  | 0.0167              | 1.0000               | 0.0635   | 0.0163    | 0.0693                 | 0.0100 | 0.0627 | 0.0670 | 1.0000 | 1.0000 | 1.0000              | 0.0042 |
| <i>Sbp2l</i>  | 0.0428              | 1.0000               | 0.0367   | 0.0326    | 0.0178                 | 0.0142 | 0.0427 | 0.0831 | 0.0361 | 0.0807 | 0.0765              | 0.0032 |
| <i>Synj2</i>  | 0.0119              | 1.0000               | 0.0937   | 0.0041    | 1.0000                 | 0.0361 | 0.0906 | 0.0549 | 0.0443 | 1.0000 | 0.0288              | 1.0000 |
| <i>Trim59</i> | 0.0084              | 1.0000               | 0.0412   | 0.0094    | 0.0446                 | 0.0047 | 0.0314 | 0.0502 | 0.0145 | 0.0099 | 0.0063              | 1.0000 |

**Table S2. The differentially expressed genes (DEGs) between control and *Sbp2l* KD mOPCs identified by RNA-seq analysis, related to Figure 3.**

| Rank | Gene Name            | Mean FC | Max FPKM |
|------|----------------------|---------|----------|
| 1    | <i>H19</i>           | 6.01    | 1314.16  |
| 2    | <i>Irs4</i>          | 5.79    | 18.53    |
| 3    | <i>Slitrk1</i>       | 5.21    | 15.18    |
| 4    | <i>ErbB4</i>         | 4.79    | 65.71    |
| 5    | <i>Myo1b</i>         | 4.48    | 11.70    |
| 6    | <i>Tox</i>           | 4.48    | 31.01    |
| 7    | <i>Rftn2</i>         | 4.31    | 18.05    |
| 8    | <i>Rgcc</i>          | 4.25    | 62.78    |
| 9    | <i>Dcx</i>           | 4.24    | 23.80    |
| 10   | <i>Itga8</i>         | 4.14    | 37.39    |
| 11   | <i>Efh1</i>          | 4.07    | 23.90    |
| 12   | <i>Glpr2</i>         | 4.00    | 24.17    |
| 13   | <i>Ets1</i>          | 3.99    | 25.89    |
| 14   | <i>Gpr179</i>        | 3.97    | 10.35    |
| 15   | <i>Aif1l</i>         | 3.84    | 42.68    |
| 16   | <i>Ephb3</i>         | 3.82    | 12.11    |
| 17   | <i>Gpr125</i>        | 3.81    | 56.80    |
| 18   | <i>Tox3</i>          | 3.77    | 24.73    |
| 19   | <i>Flna</i>          | 3.70    | 89.34    |
| 20   | <i>Adamts1</i>       | 3.54    | 88.48    |
| ⋮    |                      |         |          |
| 418  | <i>Lamp1</i>         | -8.87   | 839.07   |
| 419  | <i>Fah</i>           | -9.22   | 14.18    |
| 420  | <i>Ddc</i>           | -9.53   | 50.57    |
| 421  | <i>Cryab</i>         | -9.81   | 22.83    |
| 422  | <i>Renbp</i>         | -9.97   | 10.55    |
| 423  | <i>1700047M11Rik</i> | -10.16  | 20.56    |
| 424  | <i>Pdlim2</i>        | -10.19  | 75.97    |
| 425  | <i>Sema4a</i>        | -10.59  | 30.84    |
| 426  | <i>Plau</i>          | -10.81  | 48.83    |
| 427  | <i>Sept4</i>         | -13.45  | 173.76   |
| 428  | <i>Ppfibp2</i>       | -13.74  | 46.73    |
| 429  | <i>Tmem125</i>       | -13.91  | 12.43    |
| 430  | <i>Ptpru</i>         | -14.57  | 16.42    |
| 431  | <i>Tmem151a</i>      | -15.74  | 30.63    |
| 432  | <i>1300002K09Rik</i> | -18.90  | 12.13    |
| 433  | <i>Tspan2</i>        | -19.80  | 174.80   |
| 434  | <i>Rnf112</i>        | -26.30  | 20.11    |
| 435  | <i>Pmp2</i>          | -30.53  | 32.13    |
| 436  | <i>Alox5</i>         | -41.64  | 24.45    |
| 437  | <i>Sbp2l</i>         | -52.56  | 255.22   |

Comparisons between control and *Sbp2l* KD mOPCs were performed independently for each dataset and only genes with  $|\text{fold change}| \geq 2$ ,  $\text{FDR} < 0.05$ , and  $\text{FPKM} \geq 10$  (at least 1 sample) were considered as common *Sbp2l* KD DEGs. We identified 437 common DEGs (77 upregulated and 360 downregulated genes in *Sbp2l* KD mOPCs) between these cells. Table represents top 20 (upregulated) and bottom 20 (downregulated) DEGs.

**A**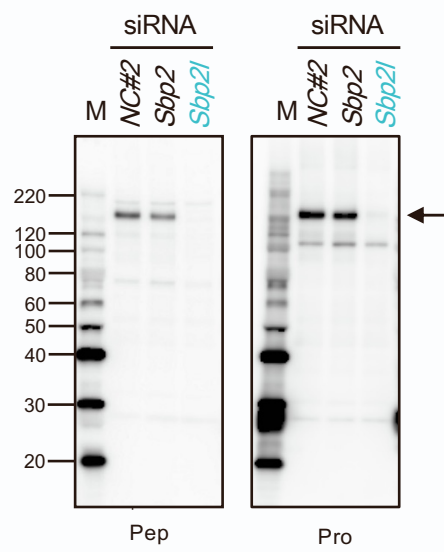**B**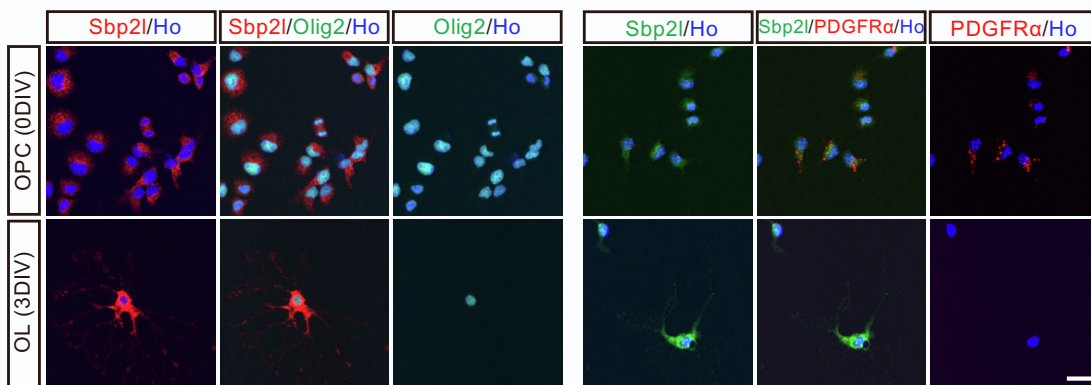**C**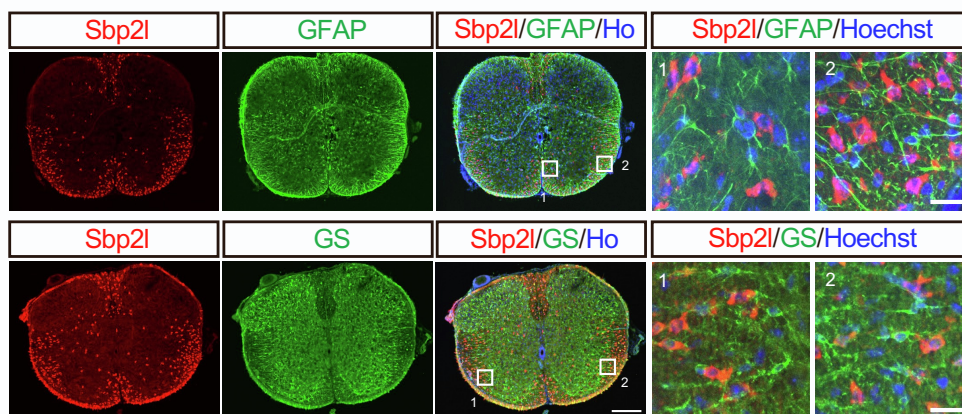

**Figure S1. Verification of generated anti-Sbp2l antibodies and Sbp2l protein expression, related to Figure 2.**

**A,** Western blots for validation of originally generated two different anti-Sbp2l antibodies using control or *Sbp2l* KD OPCs. Note that anti-Sbp2l antibodies recognized the main band indicated by an arrow in the control (NC#2) and *siSbp2* condition, which were clearly lost in *Sbp2l* KD condition. Pep: anti-peptide antibody, Pro: anti-recombinant protein antibody.

**B,** Immunocytochemistry using antibodies against Sbp2l (red) and Olig2 (green) (left panel) and Sbp2l (green) and PDGFR $\alpha$  (red) (right panel) combined with Hoechst staining to detect nuclei. The representative pictures at 0 day (OPC 0DIV, top) or 3 days (OL 3DIV, bottom) after induction of OL differentiation. Scale bar indicates 20  $\mu$ m.

**C,** Immunohistochemistry using P7 mouse spinal cord sections indicating that Sbp2l protein (red) is not detectable in GFAP-positive or Glutamine synthetase (GS)-positive astrocytes (green). Enlarged view indicated by insets were shown in the right two panels. Scale bars, 200  $\mu$ m for low magnification and 20  $\mu$ m for higher magnification.

**A**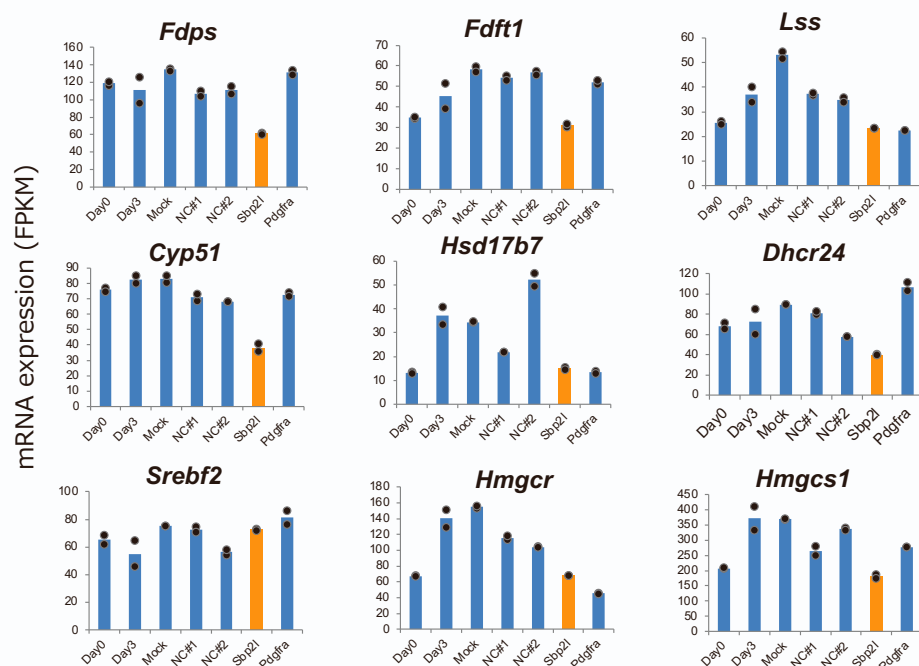**B**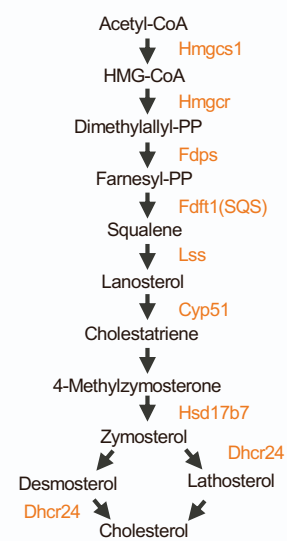

**Figure S2. *Sbp2i* KD affected to the cholesterol pathway-related genes, related to Figure 3.**

**A**, RNA-seq analysis revealed that decreased mRNA expression levels (FPKM) of the cholesterol biosynthesis-related genes in *Sbp2i* KD mOPCs. Bar graphs represent means. Each dot represents independent experiment.

**B**, Illustration of cholesterol biosynthesis pathway with downregulated DEGs in *Sbp2i* KD mOPCs high-lightened by orange color.

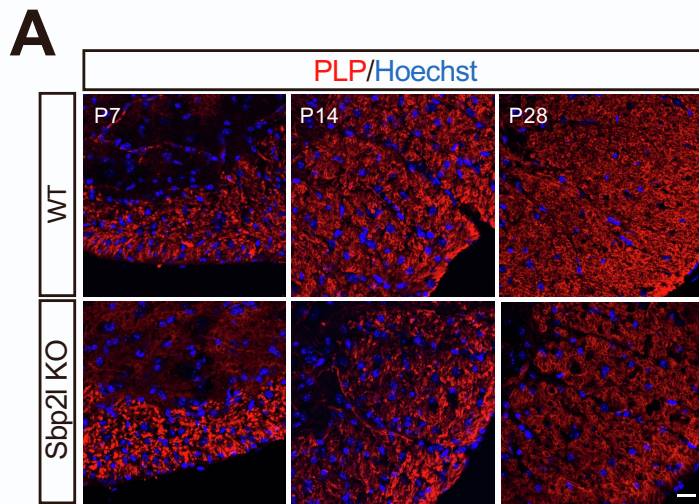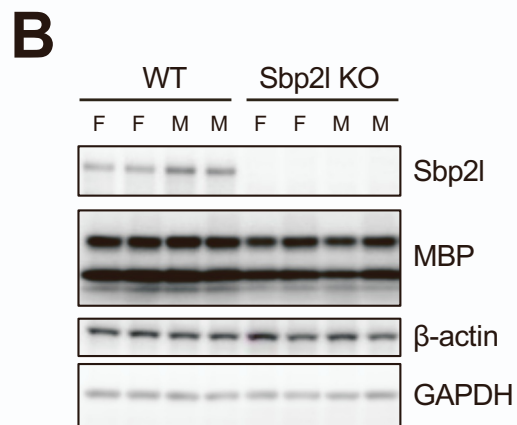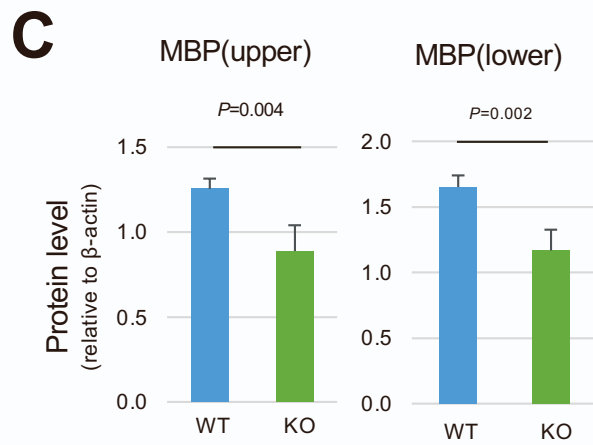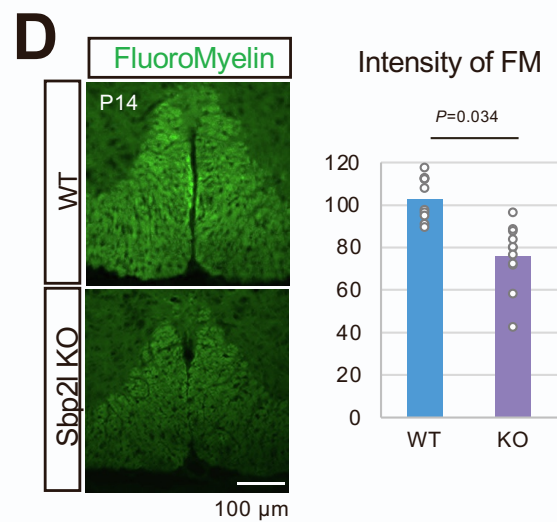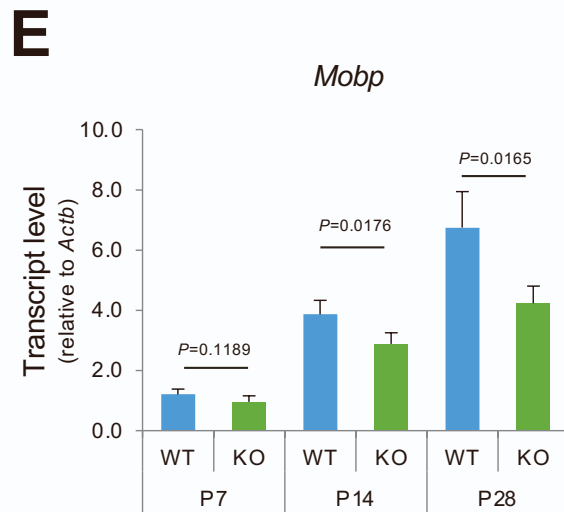

**Figure S3. *Sbp2l* KO affected to OLs maturation, related to Figure 4.**

**A**, PLP protein expression. Immunohistochemistry for PLP protein in WT and *Sbp2l* KO spinal cords at the developing age. Scale bars, 20  $\mu$ m.

**B**, Western blots revealed that the decreased MBP expression in adult *Sbp2l* KO.

**C**, Quantification for Western blots. Densitometric analysis was performed using Image J. MBP protein signal was normalized to  $\beta$ -actin. Bar graphs indicated that the significant decrease of MBP protein in *Sbp2l* KO spinal cord. Data represent the mean  $\pm$  SD of four independent experiments. Two-tailed student's *t* test.

**D**, Myelin assay in P14 wild-type and *Sbp2l* KO spinal cord. To examine the myelin abundance, mouse sections were stained with FluoroMyelin (FM) (left). Signal intensity of FM was analyzed with Image J. Bar graph shows the intensity of FM relative to background signal (right). Data represent the mean of three independent experiments. Each dot represents a fluorescence signal for the FM. Two-tailed student's *t* test.

**E**, qRT-PCR analysis shows the decrease of *Mobp* mRNA in the spinal cord tissues of *Sbp2l* KO compared to those of WT mice. Data represent the mean  $\pm$  SD of four independent experiments. Welch's *t* test.

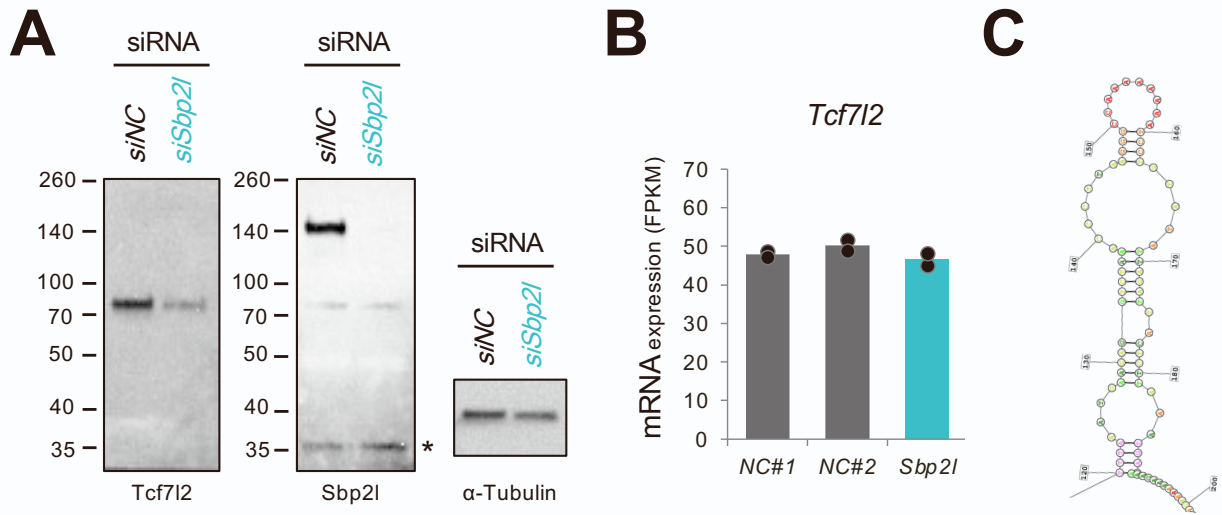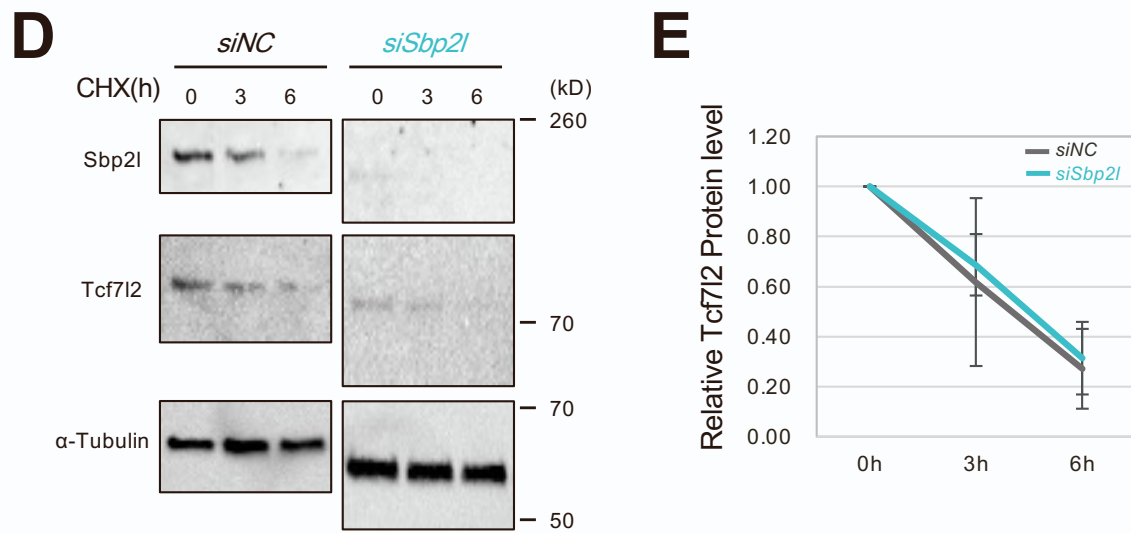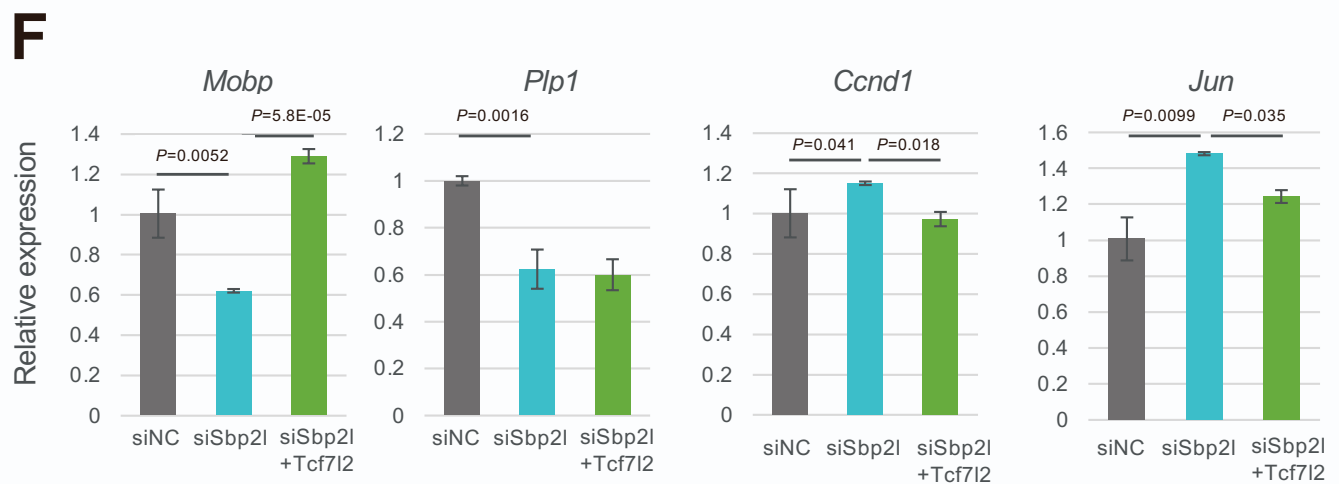

**G**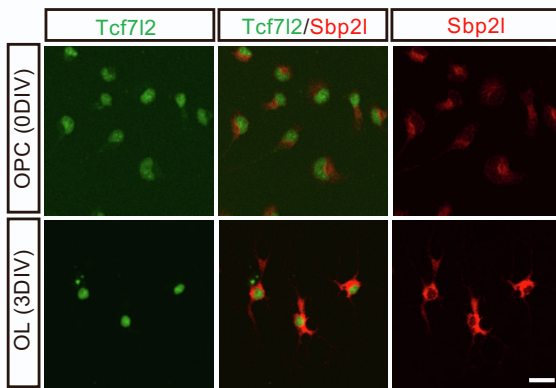**H**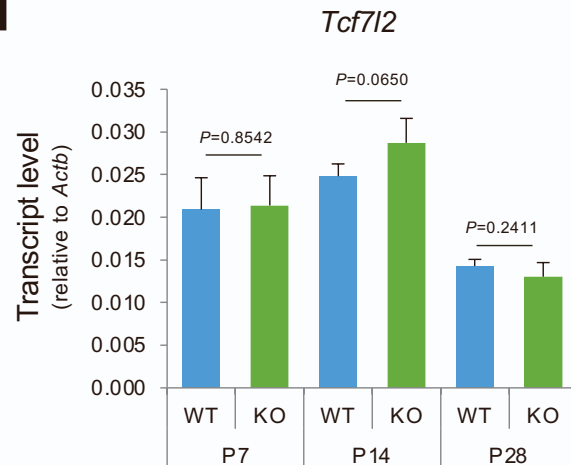

**Figure S4. Sbp2l regulates Tcf7l2 at the protein level, related to Figure 5.**

**A**, Western blots confirmed the reduction of Tcf7l2 and Sbp2l protein level in OPC transfected with *siSbp2l*. Related to Figure 5A.

**B**, RNA-seq analysis revealed that mRNA expression levels (FPKM) of the *Tcf7l2* transcript were not changed in *Sbp2l* KD OPCs. Bar graphs represents means. Each dot represents independent experiment.

**C**, Secondary structure prediction of the *Tcf7l2* 3'UTR using RNA structure: a web-based RNA secondary structure prediction tool.

**D**, Analysis of protein stability by the cycloheximide (CHX) chase assay. OPC were transfected with each siRNA at 3 DIV and treated with 30  $\mu$ g/ml CHX, an inhibitor of protein biosynthesis. Western blots of cell lysates at 0, 3, 6 hours after CHX treatment were performed to assess the time course changes of Tcf7l2 protein.

**E**, Graph showing the protein amount of Tcf7l2 relative to an internal control,  $\alpha$ -tubulin. Data represent the mean  $\pm$  SD of three independent experiments.

**F**, OPC were transfected with each siRNA at 3 DIV together with an expression of Tcf7l2 1 day after siRNA transfection. qRT-PCR assay was performed to assess the effect of Tcf7l2 for their downstream genes. Data represent the mean  $\pm$  SD of four independent experiments. Student's *t* test.

**G**, Immunofluorescence using antibodies against Tcf7l2 (green) and Sbp2l (red) at 0 day (OPC 0DIV, top) or 3 days (OL 3DIV, bottom) after induction of OL differentiation. Note that OPC/OLs are expressing both proteins. Scale bar indicates 20  $\mu$ m.

**H**, qRT-PCR indicated no difference in Tcf7l2 mRNA in the spinal cord tissues between Sbp2l KO and WT mice. Data represent the mean  $\pm$  SD of four independent experiments. Welch's *t* test.

**A**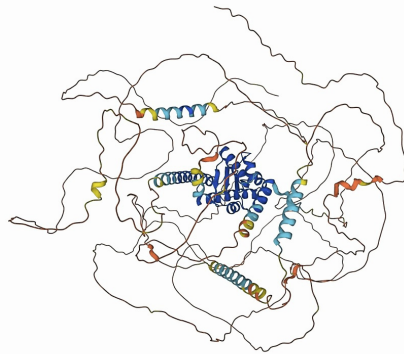

Sbp2l (1089 a.a.)

**B**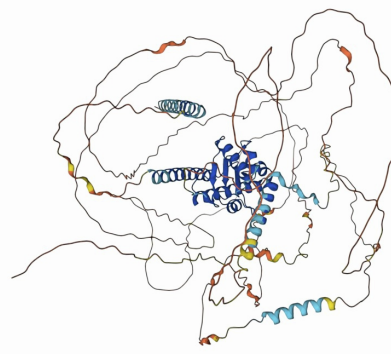

Sbp2 (858 a.a.)

**C**

Homology of L7Ae domain (69.9% identical a.a)

| Score         | Expect                                                         | Method                       | Identities  | Positives   | Gaps      |
|---------------|----------------------------------------------------------------|------------------------------|-------------|-------------|-----------|
| 140 bits(353) | 4e-50                                                          | Compositional matrix adjust. | 72/103(70%) | 87/103(84%) | 0/103(0%) |
| Sbp2l         | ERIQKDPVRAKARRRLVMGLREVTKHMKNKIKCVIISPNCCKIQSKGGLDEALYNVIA 60  |                              |             |             |           |
| Sbp2          | +R+YQKDPV+AK +RRLV+GLREV KH+KL K+KC+IISPNCCK QSKGGLD+ L+ +I 60 |                              |             |             |           |
| Sbp2l         | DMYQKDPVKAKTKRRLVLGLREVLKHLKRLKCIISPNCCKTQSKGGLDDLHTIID 60     |                              |             |             |           |
| Sbp2l         | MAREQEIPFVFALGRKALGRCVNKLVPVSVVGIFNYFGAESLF 103                |                              |             |             |           |
| Sbp2          | A EQ IPFVFAL RKALGR +NK VPVS+VGIF+Y GA+ F 103                  |                              |             |             |           |
| Sbp2          | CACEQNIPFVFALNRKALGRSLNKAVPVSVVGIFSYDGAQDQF 103                |                              |             |             |           |

**Figure S5. Protein structure of Sbp2l and Sbp2 protein, related to Figure 5.**

**A-B,** Secondary structure of mouse Sbp2l and Sbp2 protein analyzed by Alpha-Fold.  
IDs for Sbp2l: AF-Q6A098-F1 and for Sbp2: AF-Q3U1C4-F1 .

**C,** Amino acid sequence and homology of L7Ae domain of Sbp2l and Sbp2 protein.

How the deposited data were processed for this re-analysis (not part of the article)

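The data are the mRNA profiles of primary mouse OPCs on 4 days of differentiation (Day 0 to Day 3), with 2 replicates per day. The authors made stranded, paired-end mRNA libraries, processed the reads with OmicSoft ArrayStudio and deposited a single table of FPKM with 23427 genes and 8 columns, a column per library and replicates not pooled. FPKM corrects each library for its number of mapped fragments and each gene for its length, and nothing states a further normalization between libraries. The paper's methods name DESeq2 for differential expression in general, without naming the comparisons. That test needs read counts and was not used here. The paper's knockdown, knockout and reporter experiments were not analysed here.

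Days and replicate numbers came from the sample labels, checked against Figure 1C. The replicate numbers of the labels are also the source of the pairing used for the replicate block, since the labels number the libraries 1 and 2 on every day. Neither the labels nor the paper say that libraries with the same number came from the same cell isolation.

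Symbols in the table carry a chromosome, and 28 symbols occur on more than 1 chromosome and were kept apart. Of the 23427 entries, 21548 matched a symbol of GENCODE M21 (GRCm38), from which coordinates were taken, and 8160 were at 0 in every library. Genes with FPKM of at least 1 in at least 2 libraries were tested (12208 genes). Tests were run on log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend on expression), with all 8 libraries and the day as a factor of 4 levels, and Benjamini-Hochberg adjustment over the genes. Genes were called changed at an adjusted p under 0.05. Gene sets were tested with limma's camera, and p-values were adjusted over the 6 sets. Camera ran with its small preset correlation between the genes of a set, and the actual correlation was not measured. For a set whose genes vary together more than that, the p-value is too small. This holds for every camera p-value given here. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The slope on day was tested by enumerating all 2520 arrangements of the libraries, or the 576 arrangements within replicate numbers.

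The comparisons of days, their tests and filters and the gene sets were set before the data were examined, and so were these alternatives: a pseudocount of 0.1, no filter (15267 genes above 0), a filter of FPKM of at least 10 in 1 library (8202 genes), each library rescaled to the same sum, median ratio scaling, quantile normalization, the replicate block, a fit of only the days compared, eBayes without a trend, and each library left out in turn. The replicate differences of *Gfap*, *Xist* and *Pdgfra*, and their values under other scalings, were chosen after seeing the data, as were several tests of explanations, which the closing section names. The genes named in the text are those of Figure 1C, those the paper discusses, and the 5 largest rises and 5 largest falls from Day 0 to Day 3 among genes past the threshold whose replicates did not overlap. Other genes are named as chosen after their values were seen. A result that needs a withheld item is not reported here. The sets were lists printed in the paper's figures and Table S2, with symbols cut short in the tables left out, and a list of mouse selenoprotein genes from general knowledge.

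The model was tested on simulated data with the spread of the real libraries. The noise was drawn independently for each gene and library, without the shared deviation of same-numbered libraries. Each changed gene was shifted more than 2-fold, and far fewer genes changed than in the real data. The results therefore cannot show how the model or camera behaves with correlated genes or libraries. Of 200 changed genes among 12208, 160 (80%) were recovered, and 98% of the 102 above the median level. Unchanged genes made up 1.2% of the calls, and a contrast without change gave 0 calls. The camera test called a shifted set of 20 simulated genes and not a random set of the same size. The comparison with random lists placed a list of 200 genes shifted by 0.5 at percentile 100 and a random list at percentile 70.6.

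Depth was not given with the table and was estimated from the steps between low FPKM values. It ranged from 960000 to 1530000 fragments per library. At this depth a gene near 1 FPKM rests on a few fragments. In the reading of *Larp6*, values under 3 fragments were taken as not measurable. No value was removed from the fits for this reason. Transcript positions of the SECIS-like elements and guide RNA targets were found by exact match to the GENCODE M21 transcripts on both strands.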

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

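The tests of more astrocytes, of library depth and of sex composition were chosen only after the result was seen. So were those of exchanged replicate numbers and of a course that follows *Sbp2l*. The scalings were set beforehand, but their use on these patterns was chosen after the data were seen. The test of further differentiation also addresses a pattern found in that way.

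*Gfap*, whose protein the paper uses to mark astrocytes but whose mRNA it does not report in this time course, was chosen after its values were seen. It was far higher in replicate 2 than in replicate 1 on each day. *Gfap* was at 603 FPKM in replicate 2 on Day 3 against 45.5 in replicate 1, and at 154 against 14.7, 317 against 30.4 and 409 against 27.3 on Days 0, 1 and 2. The log2 difference was 3.55 (SE 0.12, adjusted p = 1.03e-05 from limma with the day in the model, higher on 4 of 4 days). A candidate explanation is more astrocytes in the replicate 2 cultures. The 5 genes of an astrocyte marker list were all higher in replicate 2, with a median of 2.33 (adjusted p = 4.99e-12 from limma's camera over 6 lists). This p assumes a small preset correlation between the genes of a list and is too small if they vary together more. The neuron list (-0.36) and the single genes tested for microglia (-0.79) and endothelial cells (-0.76) were not higher, but the single mural cell gene tested was (1.31, adjusted p = 0.00862), so other cells than astrocytes cannot be told apart. Library depth goes against the pattern, since replicate 2 was the deeper library on 2 of 4 days. Scaling of the values also does, since the *Gfap* difference was 3.60 after median ratio scaling. Further progress of differentiation in replicate 2 cannot be told from the relation across genes, which are not independent replicates, of the replicate difference with the Day 0 to Day 3 change (Spearman rho 0.24). It does not account for *Gfap*, which was higher in replicate 2 on Day 0 than in replicate 1 on Day 3. The replicates are not a condition of the design, so no biological explanation by condition was tested.

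*Xist*, a gene expressed from the inactive X chromosome of female cells and chosen after its values were seen, was at 81.0 FPKM in replicate 2 on Day 0 against 3.89 in replicate 1. It was higher in replicate 2 on each day (log2 difference 3.47, SE 0.20, adjusted p = 2.20e-04 from limma). The Y-linked genes *Eif2s3y*, *Kdm5d*, *Uty* and *Ddx3y* were lower in replicate 2 but not absent, with 15.2 FPKM of *Eif2s3y* on Day 0 against 30.2. All 4 were lower and *Xist* higher on 4 of the 4 days, which is consistent with a different sex composition of the 2 replicate series, such as unequal numbers of female pups. These counts restate the pattern for which the genes were chosen. So does the count for an exchange of the replicate numbers on a day, since 0 days showed the opposite pattern, and neither explanation had an independent test. No biological explanation by condition was tested.

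The 9 cholesterol biosynthesis genes of Figure 3G, which the paper examines in knockdown cells and not in this time course, were highest early. On Day 1 against Day 0 their median log2 fold change was 1.52, with 9 of 9 higher (adjusted p = 1.06e-10 from limma's camera over 24 tests, 5.66e-11 with the replicate block), against -0.07 for all genes. On Day 3 against Day 1 it was -0.80, with 7 of 9 lower (adjusted p = 0.0244, 0.0260 with the block), against -0.21 for all genes. Scaling of the values goes against the pattern, since 7 of the 9 genes had their highest mean on Day 1 after median ratio scaling, as they had without it. The set did not follow *Sbp2l* mRNA, since it changed by -0.80 from Day 1 to Day 3 while *Sbp2l* rose. This value restates the pattern and is no independent test. On Day 3 the set was still above Day 0, by a median of 0.64 with 8 of 9 higher (adjusted p = 3.85e-04 from limma's camera over 6 sets). An early induction that was partly reversed by Day 3 may be a biological feature of these cultures. This remains a hypothesis found and tested on the same data. The change of medium on Day 0 was not separated from differentiation, because no library came from cells kept in the growth medium.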

How the results depend on the processing

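No test in this part was chosen after its result was seen, apart from the replicate differences of *Gfap*, *Xist* and *Pdgfra*. The Day 0 to Day 3 changes of *Sbp2l* (3.20 to 3.72 over 17 alternatives), *Mbp* (6.45 to 7.42), *Cnp* (2.11 to 2.54), *Olig2* (-1.07 to -0.62) and *Pdgfra* (-5.87 to -3.87) kept their direction under every alternative, and their side of the threshold in every fit that gave an adjusted p. With the replicate block, the adjusted p of *Sbp2l* was 2.13e-05. *Larp6* did not keep its call with a pseudocount of 0.1 (2.08, adjusted p = 0.169) or with libraries rescaled to the same sum (1.95, adjusted p = 0.0553), and its adjusted p ranged from 0.0143 to 0.169. This gene had 3 fragments or fewer in each library before Day 3. The trend of *Pdgfra* was not past the threshold on the ranks of FPKM (-1.40 ranks per day, adjusted p = 0.0990, range 0.0167 to 0.0990). The cause was not tested.

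The number of genes changed from Day 0 to Day 3 (4667) stayed between 3118 and 5168, and that from Day 0 to Day 1 (1538) between 1104 and 1844. The later steps depended on the model. From Day 1 to Day 2, 475 genes changed, against 247 without a filter, 803 with the replicate block, 121 with eBayes without a trend and 0 in a fit of only the days compared (2364 at an unadjusted p under 0.05). Across the 4 fits that each left out a library of another day the number ran from 136 to 445. From Day 2 to Day 3, 36 genes changed, against 8 with a pseudocount of 0.1, 163 with the replicate block, and 0 without a filter, with eBayes without a trend and in a fit of only the days compared (1887, 1643 and 1430 at an unadjusted p under 0.05). Across the 4 fits that left out a library of another day it ran from 0 to 11 (1503 and 1496 at an unadjusted p under 0.05 in the fits with 0). The cause was not tested.

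Scaling shifted the split between higher and lower genes. Over Days 0 to 3, 31.3% of the changed genes were higher, against 51.1% with median ratio scaling, 49.0% with quantile normalization and 41.0% with rescaling to the same sum. For Day 1 against Day 0 the share was 40.0%, against 50.6% with rescaling to the same sum and 50.3% with quantile normalization. From Day 1 to Day 2 it was 55.6%, against 78.2% with median ratio scaling and 69.3% with quantile normalization. The split of this step also moved without a change of scaling, to 45.7% with the replicate block and 67.8% with eBayes without a trend. Of the 4667 genes changed from Day 0 to Day 3, 3502 were also called with median ratio scaling.

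Several changes that did not pass the threshold reversed. Quantile normalization turned the Day 2 to Day 3 change of *Cnp* from -0.13 to 0.17, the Day 0 to Day 1 change of *Larp6* from -0.21 to 0.07 and the Day 0 to Day 3 change of *Sbp2* from -0.23 to 0.10, and median ratio scaling turned the last to 0.06. With each library left out in turn, the change of *Pdgfra* ran from -2.52 to 0.18 between Day 1 and Day 2 (-1.17 with all libraries, and a fall within each replicate number) and from -0.98 to 1.24 between Day 2 and Day 3, and that of *Larp6* from -0.76 to 0.22 between Day 1 and Day 2. The median of the genes higher in the Tcf7l2 mutant (0.09) was -0.03 without a filter, -0.87 with a filter of FPKM of at least 10 and from -0.21 to 0.09 with each library left out, and that of the selenoprotein genes (0.01) ran from -0.07 to 0.02 with each library left out. Over all alternatives these medians ran from -0.87 to 0.42 and from -0.07 to 0.32. None of these had an adjusted p under 0.05 in any fit that gave one. With each library left out in turn, the medians of the genes lower in *Sbp2l* KD (2.78 to 3.22), higher in *Sbp2l* KD (-2.27 to -1.60) and lower in the Tcf7l2 mutant (2.28 to 2.90) kept their direction. Over all alternatives these ranges were 2.78 to 4.15 (the highest with a pseudocount of 0.1), -2.27 to -1.54 and 2.28 to 2.90. Among the remaining genes and steps, 26 results were weaker and 3 stronger. The cause was not tested.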

Differences from the paper's values

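No test was chosen after a result was seen. The mean FPKM of the 6 genes of Figure 1C on the 4 days, 24 values in all, were between 0.98 and 1.05 times those read by eye from Fig. 1C. The readings equal these means after rounding, more finely than the axes allow for the low bars. Their closeness is therefore no independent check of the figure.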

Other observations

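The tests on sex-linked genes, on dividing cells, on the counting error of *Larp6* and on the scaling of the genes lower in *Sbp2l* KD were chosen only after the result was seen.

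Libraries with the same replicate number deviated together on all pairs of days. Across genes, the mean correlation of the replicate differences of 2 days was 0.23. Sex-linked genes do not account for it, since it was 0.23 without chromosomes X and Y. Without the 128 genes that differ between the replicate numbers (adjusted p under 0.05 from limma, 83 higher in replicate 2, 10 on chromosome X or Y) it was 0.14. Some decrease follows from the way these genes were chosen, and the correlation that remains does not come from them. Among these 128 genes were 14 of the 51 clustered protocadherin genes tested, 9 higher and 5 lower in replicate 2 (Fisher's exact test across genes, p = 8.74e-17, odds ratio 40.0). The 9 higher were all of the gamma cluster and the 5 lower all of the beta cluster. This group was chosen after its values were seen. The genes of the gamma cluster share constant exons, so the division of fragments among those is uncertain, which does not apply to the beta cluster. The cause was not tested.

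*Pdgfra* was lower in replicate 2 (mean log2 difference -1.81 over the 4 days). One candidate explanation is more undifferentiated cells left in replicate 1. The 2290 other genes that fell at least 2-fold from Day 0 to Day 3 (adjusted p under 0.05 with the replicate block) had a median difference of 0.19 in favour of replicate 1 on Days 1 to 3, and 1699 of them were higher there. This was at percentile 100 among 2000 random lists of the same size and mean expression, which also favoured replicate 1, with a median of 0.06. On Day 0 the same genes were at percentile 20.9. Dividing cells left in replicate 1 may contribute as well, since the 6 proliferation genes were higher there by a median of 1.74 on Day 1, 0.31 on Day 2 and 0.24 on Day 3, but also by 0.35 on Day 0. The tests do not tell these explanations apart.

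The median of all tested genes fell by 0.31 on the log2 scale from Day 0 to Day 3. A few highly expressed genes taking a larger share is a candidate explanation. The 100 genes with the highest Day 3 mean held 15.9% of the summed FPKM on Day 0 and 23.8% on Day 3, and the median was -0.06 after each library was rescaled by the sum without them. Rescaling to the same sum with these genes kept already brought the median to -0.2. Only part of the shift can thus be credited to leaving them out. Since these genes were chosen by their Day 3 level, the choice itself favours a rise of their share, and the test is weak.

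The gene sets changed as follows from Day 0 to Day 3 (limma's camera, adjusted over 6 sets). The p-values assume a small preset correlation between the genes of a set, and overstate the evidence where that correlation is larger. The selenoprotein genes are a list from general knowledge. The other sets are those the paper takes from other experiments, whose samples were not analysed here. Table S2 prints only the genes at either end of the paper's list for *Sbp2l* KD, so the sets taken from it are the extremes of that list. Its genes lower in *Sbp2l* KD rose by a median of 3.14, with 17 of 19 higher (adjusted p = 6.00e-13, 2.32e-13 with the replicate block), and 15 of the 19 passed the threshold adjusted over all genes and 17 adjusted over the list alone. The median was 3.37 after median ratio scaling (adjusted p = 1.27e-09 from limma's camera), against -0.04 for all genes. With each library rescaled to the same sum it was 3.64 (adjusted p = 3.10e-11 from camera). Median ratio scaling raises the changes of all genes from Day 0 to Day 3, but camera compares the set with the other genes. These values argue against scaling of the values as the source of the rise of these 19 genes. The genes higher in *Sbp2l* KD had a median of -1.84, with 14 of 17 lower (adjusted p = 0.0115, 0.00458 with the block). The genes lower in the Tcf7l2 mutant (Figure 3F) had a median of 2.42, with 16 of 18 higher (adjusted p = 5.29e-12, 2.83e-12 with the block), and those higher in the mutant one of 0.09 over the 8 of 14 genes tested (adjusted p = 0.824, 0.965 with the block). The cholesterol biosynthesis genes were at 0.64, with 8 of 9 higher (adjusted p = 3.85e-04, 1.84e-04 with the block). The selenoprotein genes were at 0.01, with 10 of 20 higher (adjusted p = 0.723, 0.715 with the block). Singly, 11 of the 20 passed the threshold adjusted over all genes, 4 higher and 7 lower, so this median does not mean that they were unchanged.

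*Tcf7l2* mRNA was at 25.1 ± 3.19 FPKM on Day 0, 88.1 ± 5.56 on Day 1, 96.1 ± 0.935 on Day 2 and 55.2 ± 18.6 on Day 3 (SD, n = 2). Its rise from Day 0 to Day 1 (log2 fold change 1.78, adjusted p = 0.00162 from limma) passed the threshold, and its drop from Day 2 to Day 3 (-0.83, adjusted p = 0.139) did not. *Gpx4*, the selenoprotein gene the paper examines, rose from 94.3 ± 30.0 to 202 ± 28.7 FPKM between Day 0 and Day 3 (1.12, adjusted p = 0.00634 from limma). *Ccnd1* fell from 141 ± 24.6 to 10.5 ± 1.22 FPKM, with its fall made by Day 1 (-4.41, adjusted p = 7.61e-04 from limma). *Jun* fell by 1.80 to Day 1 (adjusted p = 0.00159) and was back above its Day 0 level on Day 3, a difference that did not pass the threshold (0.46, adjusted p = 0.131) but did with median ratio scaling (0.77, adjusted p = 0.0284) and in a fit of only the days compared (adjusted p = 0.0493).

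*Actb*, against which the paper normalizes some measurements, fell from Day 0 to Day 3 (-0.85, adjusted p = 0.0152 from limma). The size of this fall depends on the scaling of the values, since it was -0.54 after median ratio scaling (adjusted p = 0.0926) and -1.66 after quantile normalization (adjusted p = 2.37e-04). *Gapdh* fell as well (-0.70, adjusted p = 0.00641), but not past the threshold with median ratio scaling (-0.38, adjusted p = 0.102) or quantile normalization (-0.28, adjusted p = 0.165). In these libraries *Sbp2l* relative to *Actb* rose by 4.15 on the log2 scale, against 3.29 for *Sbp2l* alone.

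*Larp6* was higher on Day 3 than on Day 0. Counting error at low depth is unlikely to account for this alone, since 21 fragments on Day 3 against 6 on Day 0, when Day 3 held 42.6% of the fragments of both days, gave an exact binomial p of 2.83e-04 (two-sided). The test compares these libraries, not the days.

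*Sbp2l* rose and its paralog *Sbp2* did not. Reads shared between the paralogs are unlikely to matter, since their annotated transcripts share 0 stretches of 31 bases.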
